# Gene regulation by convergent promoters

**DOI:** 10.1038/s41588-024-02025-w

**Published:** 2025-01-06

**Authors:** Elina Wiechens, Flavia Vigliotti, Kanstantsin Siniuk, Robert Schwarz, Katjana Schwab, Konstantin Riege, Alena van Bömmel, Ivonne Görlich, Martin Bens, Arne Sahm, Marco Groth, Morgan A. Sammons, Alexander Loewer, Steve Hoffmann, Martin Fischer

**Keywords:** Gene regulation, Epigenomics, Transcriptomics, Data processing

## Abstract

Convergent transcription, that is, the collision of sense and antisense transcription, is ubiquitous in mammalian genomes and believed to diminish RNA expression. Recently, antisense transcription downstream of promoters was found to be surprisingly prevalent. However, functional characteristics of affected promoters are poorly investigated. Here we show that convergent transcription marks an unexpected positively co-regulated promoter constellation. By assessing transcriptional dynamic systems, we identified co-regulated constituent promoters connected through a distinct chromatin structure. Within these *cis*-regulatory domains, transcription factors can regulate both constituting promoters by binding to only one of them. Convergent promoters comprise about a quarter of all active transcript start sites and initiate 5′-overlapping antisense RNAs—an RNA class believed previously to be rare. Visualization of nascent RNA molecules reveals convergent cotranscription at these loci. Together, our results demonstrate that co-regulated convergent promoters substantially expand the *cis*-regulatory repertoire, reveal limitations of the transcription interference model and call for adjusting the promoter concept.

## Abstract (web summary)

Genome-wide analysis and genetic manipulation at loci regulated by p53, E2F4 and RFX7 show that convergent promoters with similar epigenetic features can be co-regulated and simultaneously expressed in the same direction.

## Main

Transcriptional coordination by enhancers and promoters is a fundamental process central to development and disease^1–3^. Both promoters and enhancers provide DNA regions that transcription factors can bind to regulate transcription, but only promoters initiate the transcription of genes. Over the past decade, active enhancers and promoters have been shown to initiate divergent, bidirectional RNA transcription^4–6^. These include bidirectional promoters generating divergent messenger RNAs (mRNAs)^7,8^ (Fig. 1a), as well as promoters producing upstream antisense RNAs (uaRNAS), a type of noncoding RNA (ncRNA), in addition to the sense mRNA^9–11^. The latter are also called promoter upstream transcripts (PROMPTs) (Fig. 1b). Enhancers can also initiate bidirectional transcription of two divergent enhancer RNAs (eRNAs)^4^ (Fig. 1c).

**Fig. 1:**
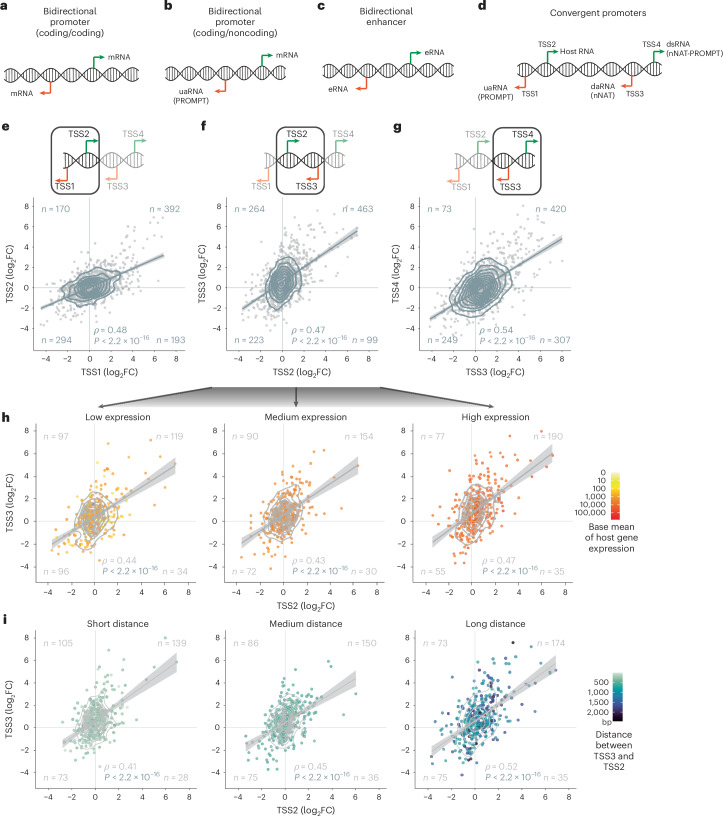
Convergent promoter transcription is positively correlated. **a**–**d**, Schematics of TSSs and RNA classes at bidirectional promoters that initiate two coding genes (**a**) or a coding gene and a noncoding RNA (**b**), bidirectional enhancers (**c**) and convergent promoters (**d**). **e**–**g**, Expression dynamics (log_2_FC Nutlin-3a compared with DMSO control) between the divergent TSSs TSS1 and TSS2 (**e**) as well as TSS3 and TSS4 (**f**) and the convergent TSSs, TSS2 and TSS3 (**g**). Schematics (top panels) highlight the TSSs that have been compared for their log_2_FC correlation (bottom panels). **h**, The convergent TSSs, TSS2 and TSS3, separated into three expression groups (low, medium and high) based on the base mean expression of host gene expression (elicited by TSS2). **i**, The convergent TSSs, TSS2 and TSS3, have been separated into three groups based on the distance between TSS2 and TSS3. **e**–**i**, Data from MCF-7 cells. Linear regression with 95% confidence intervals. Spearman correlation with two-tailed significance. Source data

Although it has long been known that overlapping antisense transcripts are abundant^12–16^, it has been discovered only recently that antisense transcription downstream of promoters is surprisingly prevalent. In such configurations, antisense transcription is driven by two juxtaposed promoters, each of which drives divergent transcription^17–19^. These characteristics yield a complex constellation of four proximal TSSs that produce (1) a uaRNA (PROMPT) through the first antisense TSS (TSS1), (2) the host RNA through the first sense TSS (TSS2), (3) a downstream antisense RNA (daRNA; also known as nNAT (novel natural antisense transcript)) from the second antisense TSS (TSS3) and (4) a downstream sense RNA (dsRNA; also known as nNAT-PROMPT) from the second sense TSS (TSS4)^18^ (Fig. 1d). The host RNA and the daRNA are convergently transcribed within this quadruple. We refer to all pairs of juxtaposed promoters that elicit convergent transcription between each other as ‘convergent promoters.’ However, it was unclear whether convergent promoters are functionally different from other promoters.

Convergent transcription is generally believed to evoke transcription interference^20–25^. In agreement with this model, the expression of daRNAs has been reported to be correlated negatively with host RNA expression^17,18,26^. However, one study found no correlation between the expression of daRNA and host mRNA^19^. Whereas several antisense transcripts inhibit gene expression^14,27–32^, antisense transcripts have also been shown to promote gene expression^14,33–36^. Thus, the regulatory relationship between sense and antisense transcription appears to transcend the simple concepts of inhibition or activation.

## Results

### Convergent promoter transcription correlates positively

Given that previous studies have investigated convergent transcription at promoters in a single cell condition^17–19,26^, we wondered whether a dynamic experimental setup would provide more detailed insight into their functionality. To this end, we treated cells with the MDM2 inhibitor Nutlin-3a—a specific inducer of the transcription factor p53 (ref. ^37^). Activation of p53 causes both up and downregulation of hundreds of RNAs, with different transcription factors involved in each response^38,39^. The specific and well-characterized effects of Nutlin-3a treatment provide a robust framework for studying convergent transcription at promoters and its dynamics. We employed three widely used cell systems: the breast cancer cell line MCF-7, the osteosarcoma cell line U2OS, and the hTERT-immortalized noncancerous retina-pigmented epithelium cell line RPE-1—all of which possess wild-type p53. To accurately capture TSSs, we utilized cap analysis gene expression and deep sequencing (CAGE–seq) (average of ~92 million reads per condition) of the three cell lines under Nutlin-3a and dimethylsulfoxide (DMSO) solvent control treatment conditions (Methods).

The number of CAGE–seq peaks detected was similar across conditions and cell lines. The union of all data across conditions and cell lines was used to detect convergent promoters with higher power (Extended Data Fig. 1a). Next, we paired divergent CAGE–seq peaks, that is, all −strand peaks followed by a +strand peak, using an established threshold of 400 bp (ref. ^40^) to predict bidirectional promoters (Extended Data Figs. 1a,b). As expected, we observed a positive correlation of the fold changes of divergent transcripts in all three cell lines comparing Nutlin-3a with DMSO control. (Extended Data Fig. 1c). To predict convergent promoters, that is, juxtaposed promoters with convergent transcription, we intersected pairs of divergent peak pairs and annotated GENCODE TSSs. The most highly expressed TSS was labeled TSS2 (host gene TSS) for orientation purposes (Extended Data Fig. 1d,e and Supplementary Tables 1–4) and coincided largely with annotated protein-coding genes (Extended Data Fig. 2a). TSS2 was predominantly located in 5′ UTRs, indicating that it often represents the canonical TSS of a gene.

In contrast, TSS1 was located predominantly in intergenic regions, whereas TSS3 and TSS4 were located in intronic regions (Extended Data Fig. 2b). Given its location within the host gene and on the host gene strand, TSS4 could serve as an alternative start site for the host gene. Although many TSS4s do indeed overlap known alternative start sites, most do not (Extended Data Fig. 2a). Less than 5% of TSSs in the convergent promoter constellations we identified were located at exon–intron or intron–exon junctions (Extended Data Fig. 2c), suggesting that capped small RNAs, which may be generated upon splicing events^41^, had little or no effect on our detection approach. Conservation data indicate that both promoters, that is, the regions between TSS1 and TSS2 and between TSS3 and TSS4, are more conserved than their surrounding DNA content (Extended Data Fig. 2d), providing critical evidence that both regions are under selection and may have relevant *cis*-regulatory potential. Notably, the average conservation of the region between TSS3 and TSS4 exceeds that of the downstream sequences, which often contain UTRs and coding regions (Extended Data Fig. 2b). Many convergent promoters were identified in several cell lines (Extended Data Fig. 2e), suggesting a more global relevance.

Unexpectedly, the dynamics of TSS activity within convergent promoters revealed a significant positive correlation not only for those initiating divergent transcription but also for those initiating convergent host RNA and daRNA transcription (Fig. 1e–g and Extended Data Figs. 3a–c and 4a–c). The proportion of convergent TSSs with a negative correlation was essentially the same as for divergent TSSs, where co-regulation is expected. In contrast to the dynamic expression data, the baseline expression between the convergent TSS2 and TSS3 showed only a small, albeit significantly positive, correlation (Extended Data Fig. 2f). 

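RNA-seq was available for RPE-1 cells, the immortalized noncancerous line from human retinal pigment epithelium, treated with 10 µM Nutlin-3a or with 0.15% DMSO for 24 h, with 3 libraries per treatment. Nutlin-3a keeps MDM2 from binding p53, so that p53 accumulates. RNA-seq gives 1 value per gene, from reads over all of its exons, whereas CAGE–seq reads start at the capped 5′ end and give 1 value per TSS. The values used here are the authors' own comparison of the treatments, which lists 25914 genes with a mean normalized count (base mean), a log2FC with its standard error, a p-value and an adjusted p-value. Replicates are combined in these values, so the spread between the 3 libraries and the number of reads per library are unknown, and no model was refitted. The median standard error of the log2FC in the authors' deposited table was 0.27 over all genes, 0.15 at base means of at least 100 and 0.78 at base means under 50. The base means were identical in a companion comparison of another cell line. For 172 genes, both comparisons list a log2FC of exactly 0 with a p-value of 1, although base means among them reach 234.0. The base mean therefore averages more libraries than the 12 of both lines and is not the expression level in RPE-1 cells alone. The labels describe ribosomal RNA depletion of 200 ng of total RNA and adaptors with unique molecular identifiers, whereas the paper's methods describe poly(A) selection from 800 ng, and which protocol was used was left open. The CAGE–seq values are the paper's, from its list of the RPE-1 core set with 730 loci. The copy of this list used here held only 176 of these, on chromosomes 1 and 10 to 13. Of them, 173 loci of 164 host genes were joined to the RNA-seq comparison. The paper lists other host gene log2FC values at these loci. Spearman's rho between those and the values used here was 0.635, with opposite signs at 50 loci. The median distance from TSS2 to TSS3 at these 173 loci was 647 bp.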

For CAGE–seq data validation, we compared them to RNA sequencing (RNA-seq) data. The differential expression of the TSS2 measured by CAGE–seq showed a strong positive correlation with the differential expression of the host gene measured by RNA-seq (Extended Data Fig. 5a). 

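Across the 173 RPE-1 loci joined by gene identifier, the host gene log2FC of the RNA-seq comparison and the paper's TSS2 log2FC had a Spearman's rho of 0.806 and a Pearson's r of 0.911. Both had a p of 1e-05 in two-sided permutation tests, the smallest that 100000 permutations can give. The adjusted p for rho was 1.83e-05 (Benjamini–Hochberg over 11 relations). A bootstrap over loci gave a 95% interval of 0.719 to 0.873 for rho. The correlation is across loci, which are not independent replicates. Pearson's r was 0.877 without the 2 loci farthest from the median host gene log2FC. Among the alternatives to rho over all loci, Pearson's r moved the value most. Host genes at both ends of the range were LNCTAM34A (ENSG00000234546), a long noncoding RNA gene on chromosome 1 of GRCh38 from 9182004 to 9196284, and CLSPN (ENSG00000092853) on chromosome 1 from 35720218 to 35769978. The authors' deposited table lists LNCTAM34A with a log2FC of 3.30 (standard error 0.21, adjusted p = 4.5e-56), and the paper's CAGE–seq log2FC of its TSS2 is 3.47. For CLSPN, the authors' deposited table lists −4.84 (standard error 0.23, adjusted p = 1.35e-93), and the paper's TSS2 value is −4.74. NUF2 (ENSG00000143228), on chromosome 1 from 163266576 to 163355764, stands at −4.76 (standard error 0.22) in the authors' deposited table, next to −4.61 at TSS2 in the paper. DDX12P (ENSG00000214826), on chromosome 12 from 9418673 to 9448229, is a pseudogene whose reads could be split with its near-identical relatives, and the authors' deposited table lists it at −3.25 (standard error 0.17), against −4.56 at TSS2 in the paper. POLD4 (ENSG00000175482), on chromosome 11 from 67350772 to 67356972, has 1.41 (standard error 0.29) in the authors' deposited table and 1.43 at TSS2 in the paper. TSKU (ENSG00000182704), on the same chromosome from 76782251 to 76798153, has a log2FC of 1.41 (standard error 0.26) in the authors' deposited table, larger than the paper's 0.56 at TSS2.

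**Figure D1:**
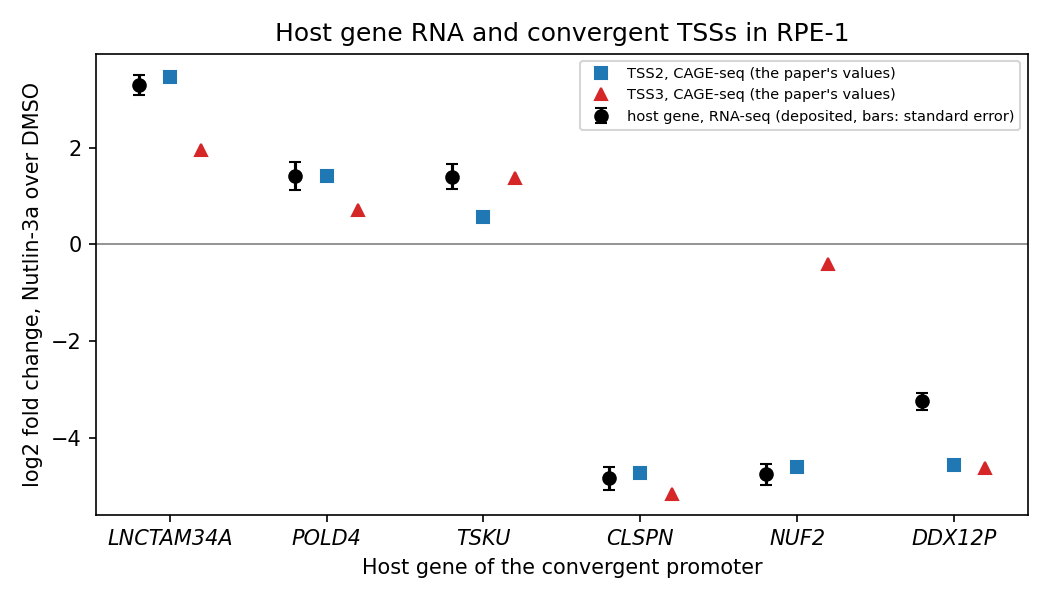
Log2FC (Nutlin-3a over DMSO, vertical axis) of 6 host genes in RPE-1 cells (horizontal axis), with black circles for the RNA-seq values of the authors' deposited table and their standard errors, blue squares for TSS2 and red triangles for TSS3 (CAGE–seq, the paper's values). NUF2 lies at −4.76 by RNA-seq and −0.41 at TSS3. The paper's own RNA-seq values of these host genes are other values and are not shown.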

Similar to the positive correlation between the convergent TSS2 and TSS3, the data show a positive correlation also between host gene expression and TSS3 expression (Extended Data Fig. 5b).

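For host gene and TSS3, Spearman's rho was 0.401 across the RPE-1 loci joined to the RNA-seq comparison (two-sided permutation test, p = 1e-05, the smallest that the permutations can give), with a bootstrap 95% interval of 0.257 to 0.527. Pearson's r was 0.555 by the same kind of test (p = 1e-05), and 0.526 without the 2 loci farthest from the median host gene log2FC. The lowest rho among the alternatives was 0.332, without the 5% of loci with the largest absolute host gene log2FC. With the paper's own host gene values, rho at the same loci was 0.287. At CLSPN, TSS3 lies in intron 1, 668 bp from TSS2, and the paper's CAGE–seq log2FC of TSS3 is −5.16 from 26 reads. At DDX12P, TSS3 lies in intron 1 at a distance of 441 bp, with −4.62 in the paper from 17 reads. NUF2 has its TSS3 in exon 1 at 197 bp, where the paper's log2FC is −0.41 from 22 reads. At LNCTAM34A, TSS3 lies in exon 1 at 149 bp, and the paper's log2FC is 1.96 from 456 reads. TSKU has a TSS3 in intron 1 at 714 bp with 1.39 from 114 reads in the paper, and POLD4 one in intron 1 at 1076 bp with 0.72 from 18 reads. Exons and introns are those of GENCODE 44. With so few reads at most of these TSS3 positions, their single log2FC values are imprecise.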

We generated and examined Nanopore long-reads to test whether transcription from TSS2 traverses TSS3 and vice versa. The sequencing data show that convergent transcription between convergent promoters traverses the antisense TSSs and extends beyond the promoters (Extended Data Fig. 6).

Since transcriptional dynamics may differ at highly transcribed loci with an increased polymerase (Pol) II loading, we separated the convergent promoters into three categories based on the expression level of the host RNA. Previous analyses indicated that higher host RNA expression is associated with reduced daRNA expression^18^, indicating that a potential transcriptional interference is resolved in favor of the host RNA. In contrast, our dynamic expression data show that the correlation of TSSs at higher-expressed host RNAs was not different from that at lower-expressed loci (Fig. 1h and Extended Data Figs. 3d and 4d).

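Loci of the RPE-1 core set were divided into 3 groups of equal size by the base mean of the host gene in the RNA-seq comparison, and the paper's log2FC of TSS2 and TSS3 were correlated within each group. The base mean averages libraries of other cells as well, so the groups rank host genes by a wider average than RPE-1 expression. Spearman's rho was 0.344 at 58 loci with base means of 4.49 to 986.6 (two-sided permutation test, p = 0.00819, adjusted p = 0.00901). In the middle group, 57 loci with base means of 1010 to 3204, it was 0.480 (permutation p = 0.00025, adjusted p = 0.000393). In the highest group, 58 loci with base means of 3220 to 28787, it was 0.642 (permutation p = 1e-05, adjusted p = 1.83e-05). The bootstrap 95% intervals were 0.0881 to 0.559, 0.229 to 0.679 and 0.463 to 0.768. The difference between the highest and the lowest group was 0.298, with a p of 0.0397 by permutation of the group labels over the loci and an adjusted p of 0.0397. With Pearson's r in place of rho, the difference was 0.160 (permutation p = 0.581). With limits at base means of 100 and 1000, rho of the lowest group was −0.40 at 11 loci (permutation p = 0.225). The 47 loci of the middle group had 0.526 and the 115 of the highest 0.537, so that the difference of 0.937 between highest and lowest (permutation p = 0.0027) rests on those 11 loci. With 1 locus per host gene, the difference was 0.303 (permutation p = 0.0401). Groups by the CAGE–seq reads at TSS2, a grouping chosen after these values were seen, gave a difference of 0.184 (permutation p = 0.212). Groups by the paper's own base mean over all 730 loci, likewise chosen later, gave 0.0823 (permutation p = 0.31).

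**Figure D2:**
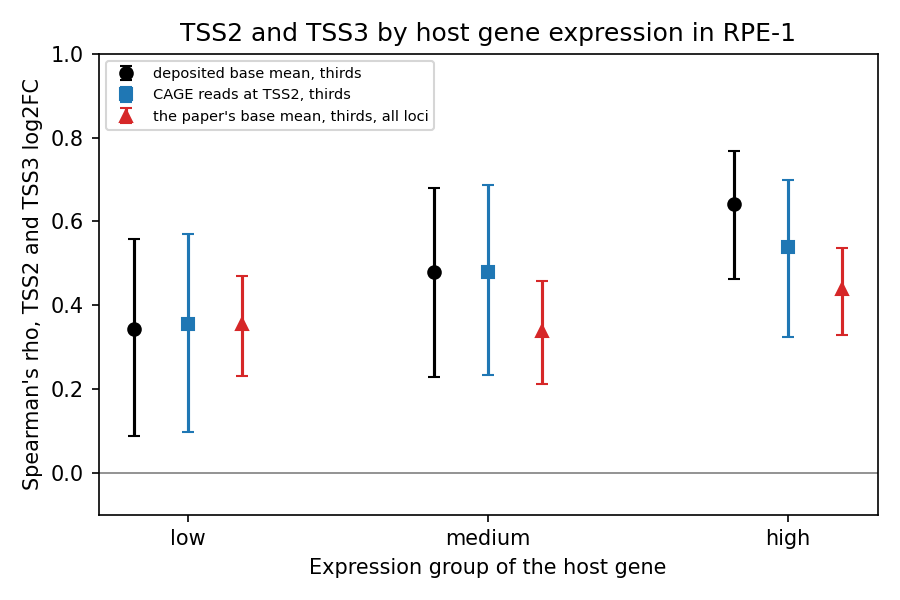
Spearman's rho of the TSS2 and TSS3 log2FC (vertical axis) in low, medium and high groups of host gene expression (horizontal axis) in RPE-1 cells, with bootstrap 95% intervals as bars, for groups of equal size by the deposited base mean (black), by CAGE–seq reads at TSS2 (blue) and by the paper's base mean over all loci (red). The black intervals of the low and high groups overlap.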

In addition to host gene expression, we reasoned that a greater distance between the two promoters of a convergent promoter pair might affect transcriptional dynamics, as the Pol IIs would spend more time transcribing larger convergent regions. The distance between the convergent TSS2 and TSS3 ranged from 2 to 2,301 bp with a median of 413 bp. Again, convergent transcription between convergent promoters showed a positive correlation regardless of the distance between the two constituent promoters (Fig. 1i and Extended Data Figs. 3e and 4e).

These results indicate that two convergent promoters are more likely to be co-regulated jointly in the same direction than to interfere with each other, challenging the model of transcription interference in numerous instances.

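The sign of the host gene log2FC in the RNA-seq comparison of RPE-1 cells was set against the sign of the paper's TSS3 log2FC at each of the 173 loci. Both had the same sign at 110 loci, a share of 63.6% (Wilson 95% interval 56.2% to 70.4%, over loci and not over replicates). At 65 loci both were higher with Nutlin-3a, at 45 both were lower, and at 63 the signs were opposite. Random pairing of the host gene values with the TSS3 values gave a share of 49.9% (two-sided permutation test, p = 0.00033, adjusted p = 0.000454). The share was 71.1% at the 97 loci whose host gene had an adjusted p under 0.05 in the authors' table, and 76.5% at the 51 loci where both absolute log2FC values were at least 0.5. From its own results in this section, the paper proposes that a pair of convergent promoters is more likely to be regulated jointly than to interfere.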

### Cotranscription from convergent promoters

CAGE–seq and RNA-seq measure predominantly mature RNA that has undergone several post-transcriptional processes. To corroborate our findings on nascent RNA, we used global run-on sequencing (GRO-seq) data from Nutlin-3a and DMSO control-treated MCF-7 cells. Similar to the CAGE–seq and RNA-seq data (Fig. 1e–g and Extended Data Fig. 5a,b), transcription between convergent promoters also showed a significant positive correlation in GRO-seq analyses, albeit to a lesser extent, probably due to biological and technical variation (Fig. 2a and Extended Data Fig. 5c). However, as CAGE–seq, RNA-seq and GRO-seq data were generated from bulk cells, it remained unclear whether converging polymerases transcribe in opposite directions at the same locus of the same allele and cell. To resolve this, we utilized convergent promoters that initiate the transcription of converging mRNAs, of which we identified 97 (RPE-1) to 142 (U2OS), such as the *FAS*/*ACTA2* locus. The upstream proximal promoters of *FAS* and *ACTA2* constitute a convergent promoter that gives rise to the *FAS* and *ACTA2* mRNAs. *FAS* (*+*strand) is activated through an intronic p53 binding site upstream of the *ACTA2* TSS (−strand)^42^. *FAS* overlaps 5′ with *ACTA2*, which is another p53 target^43^. CAGE–seq and RNA-seq data show upregulation of *FAS* and *ACTA2* upon p53 activation (Fig. 2b). The model of transcription interference stipulates that the two converging mRNAs could not be transcribed from the same locus at the same time because of Pol II collision^23^ or the perturbation of a promoter by one of the traversing Pol IIs^20^. To obtain locus-specific transcription information, we employed single-molecule fluorescent in situ hybridization (smFISH). Using dual-color labeling of the first intronic sequence of *FAS* and *ACTA2*, we detected nascent RNAs at TSSs of both genes upon Nutlin-3a treatment. MCF-7 is a polyploid cell line, so we observed multiple active TSSs per cell. Intriguingly, we identified cotranscription of *FAS* and *ACTA2* from the same locus, that is, overlapping signals, occurring in 24% of single cells (Fig. 2c and Extended Data Fig. 5d). These data provide evidence that convergent transcription can occur at the same locus without diminishing promoter productivity. In defiance of the transcription interference model, these data provide further evidence that convergent promoters are co-regulated in the same direction and that p53 binding to the *ACTA2* promoter facilitates activation of the neighboring *FAS* promoter.

**Fig. 2:**
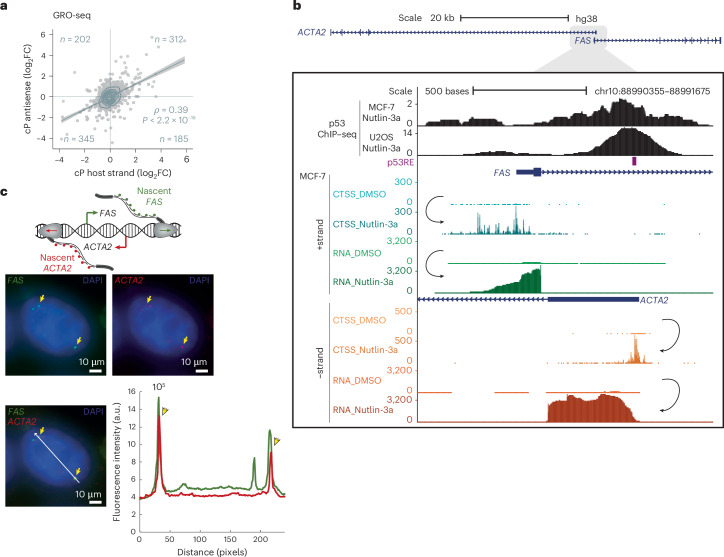
Simultaneous transcription from the convergent *ACTA2* and *FAS* promoters. **a**, Differential GRO-seq data from Nutlin-3a and DMSO control-treated MCF-7 cells (GSE53499) at convergent promoter regions’ sense and antisense strand. Linear regression with 95% confidence intervals. Spearman correlation with two-tailed significance. **b**, UCSC genome browser image of the 5′-overlapping *ACTA2* (−strand) and *FAS* (*+*strand) genes. The top tracks display p53 chromatin immunoprecipitation sequencing (ChIP–seq) data and the p53 response element (p53RE). The bottom tracks display CAGE–seq-detected TSS (CTSS), and RNA-seq counts on the *+*strand (*FAS*) and the *−*strand (*ACTA2*) from MCF-7 cells. Nutlin-3a treatment substantially increased CTSS and RNA-seq counts at both the *+*strand and the −strand. **c**, The first intronic sequences of *FAS* and *ACTA2* have been dual-color labeled using smFISH. Microscopy images display expression of nascent *FAS* (green; left top image), *ACTA2* (red; right top image) and their overlap (lower image) in Nutlin-3a-treated MCF-7 cells. The fluorescent intensity profiles at the region of interest (white line/arrow in lower image) highlight the overlap of nascent *FAS* and *ACTA2* expression, which provides evidence for their cotranscription from the same loci (lower right panel). Extended Data Fig. 5c is an additional example. Approximately 24% of the assessed single cells displayed overlapping FAS and ACTA2 expression signals. DAPI, 4,6-diamidino-2-phenylindol. Source data

### Transcription factors co-regulate convergent promoters

Given that p53 binding to the proximal *ACTA2* promoter is associated with activation of the neighboring *FAS* promoter (Fig. 2a), we asked to what extent convergent co-regulated promoters may, in fact, broaden the width and spectrum of regulatory sequence around the start site of a gene. To investigate this situation, we used a list of 343 p53 targets^43^ and selected those with a convergent promoter structure bound by p53. Intriguingly, we observed that p53-bound convergent promoters displayed predominantly an upregulation of both promoter parts regardless of whether p53 engaged with the upstream or downstream promoter (Fig. 3a and Extended Data Fig. 7a).

**Fig. 3:**
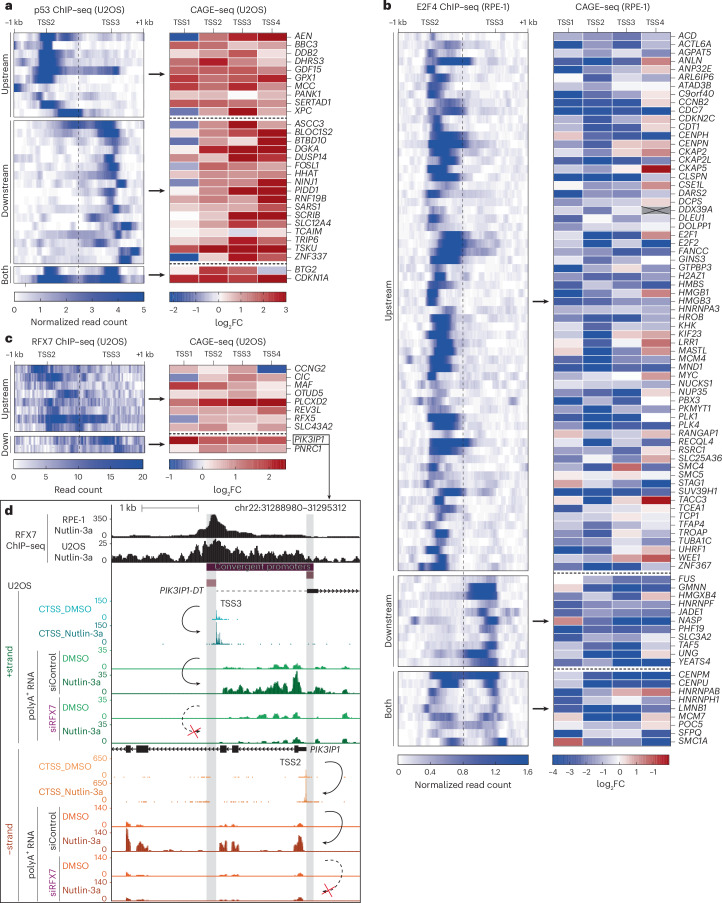
Transcription factors co-regulate convergent promoters. **a**–**c**, Heatmaps of transcription factor binding signals (left panels) and log_2_FC (Nutlin-3a versus DMSO control) at CAGE–seq peaks harboring TSSs (right panels) displayed for convergent promoters bound by p53 (**a**), E2F4 (**b**) and RFX7 (**c**). The convergent promoters are sorted by the occurrence of transcription factor peaks near the upstream (TSS2) or downstream (TSS3) promoter. **d**, UCSC genome browser image of the 5′-overlapping *PIK3IP1* (−strand) and *PIK3IP1-DT* (*+*strand) genes elongated to the correct TSS (dotted line). *PIK3IP1* is *trans*-activated by the p53-induced transcription factor RFX7 (ref. ^45^). The top tracks display RFX7 ChIP–seq data^45^ and the identified convergent promoters. The bottom tracks display CAGE–seq-detected TSS (CTSS) and RNA-seq counts on the *+*strand (*PIK3IP1-DT*) and the −strand (*PIK3IP1*) from U2OS cells. The location of TSS1 is displayed by the right edge of the gray highlighted *PIK3IP1* subpromoter, while TSS4 is shown at the left edge of the gray highlighted *PIK3IP1-DT* subpromoter. Nutlin-3a treatment substantially increased CTSS and RNA-seq counts at both the *+*strand and the −strand. Depletion of RFX7 by siRNA abrogated the Nutlin-3a-mediated increase in RNA-seq signal at both strands. Source data

We wondered whether this was an ability unique to p53 or a more common feature of transcription factors. Notably, the p53 gene regulatory network contains multiple transcription factors^44^. While p53 typically upregulates the genes it binds to, p53-mediated downregulation occurs indirectly, for example, through the cell cycle *trans*-repressor complex DREAM (DP, RB-like, E2F4 and MuvB)^38^. Therefore, we used a list of DREAM target genes^38^ and selected those with convergent promoters bound by the key DREAM component E2F4. In line with our results for p53, we found that E2F4/DREAM-bound convergent promoters showed primarily a downregulation of both constituent promoters regardless of whether E2F4/DREAM bound to the upstream or downstream promoter (Fig. 3b and Extended Data Fig. 7b).

In addition to p53 and E2F4, we investigated convergent promoters bound by RFX7, a p53-induced transcription factor^45^. Again, RFX7-bound convergent promoters displayed an upregulation of both promoters regardless of which one of them was bound by RFX7 (Fig. 3c and Extended Data Fig. 7c). For instance, the RFX7 target *PIK3IP1* (−strand) is indirectly activated by p53 through RFX7 (ref. ^45^) and a convergent promoter initiates the transcription of *PIK3IP1-DT* on the *+*strand. Specifically, RFX7 binds to the proximal promoter of *PIK3IP1-DT* downstream of the *PIK3IP1* TSS. Depletion of RFX7 by siRNA abrogated the Nutlin-3a-mediated upregulation of both *PIK3IP1* and *PIK3IP1-DT* (Fig. 3d). This finding underscores that convergent promoter structures enable transcription factors bound to antisense promoters located hundreds of base pairs downstream to affect transcription from the proximal upstream promoter and vice versa.

To validate the existence of a regulatory interdependence of convergent promoters, we took a three-pronged approach. First, we cloned three genomic regions containing convergent promoters controlling the expression of the p53 target genes *BAX*, *PTP4A1* and *CCNG1* and evaluated their activity in luciferase reporter gene assays. All three regions showed p53 binding to the downstream antisense promoter and conferred increased reporter gene expression upon Nutlin-3a treatment. Interestingly, removing the p53RE-containing downstream promoter driving TSS3 abolished the increased expression upon Nutlin-3a treatment. In contrast, removing the upstream promoter associated with TSS2 reduced the overall activity only of the convergent promoter regions (Fig. 4a). These results indicate that the downstream promoter mediates the p53 response in each of the three regions and positively affects its upstream counterparts. Second, given that none of the three cloned regions contained the entire sequence of their respective genes, we tested the regulation of a whole gene. We identified a convergent promoter constellation in the p53 target *GADD45A*, which is only about 3.1 kb in size and harbors the downstream promoter in the third intron of the gene. Therefore, we used a luciferase reporter system containing the *GADD45A* gene locus with a translationally fused nanoluciferase. In strong support of our hypothesis, the *GADD45A* gene reporter was activated upon Nutlin-3a treatment, and this activation was abolished when the downstream promoter was deleted. In fact, deleting the downstream promoter in the third intron abolished most of the reporter activity, underscoring the critical role of downstream promoters for the host gene regulation—even if located in introns (Fig. 4b). Although the *GADD45A* minigene reporter provided gene context, it still lacked the native chromatin context. To address this, we third used CRISPR–Cas9 to mutate the p53RE in the downstream antisense promoter located in the first intron of *FAS* and *PTP4A1*. Consistent with the results obtained with the reporter gene systems, homozygous mutation of the p53RE led to a reduction in the expression of both the host genes *FAS* and *PTP4A1* and the downstream antisense transcripts *ACTA2* and *daPTP4A1* that are induced from the downstream promoters (Fig. 4c and Extended Data Fig. 7d).

**Fig. 4:**
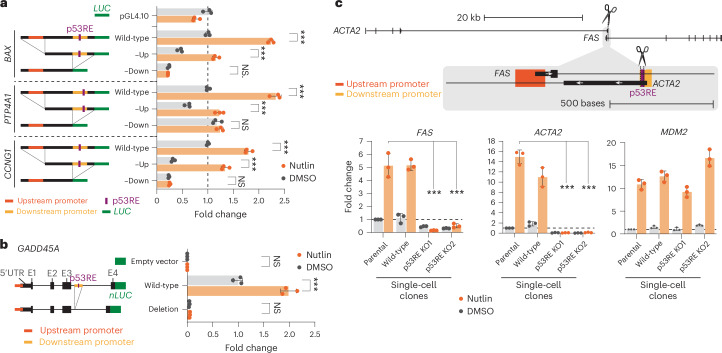
Convergent promoters co-regulate each other. **a**, Dual-luciferase assay in Nutlin-3a and DMSO control-treated U2OS cells. Convergent promoter regions of the p53 target genes BAX, PTP4A1 and CCNG1 drove firefly luciferase expression. Upstream and downstream promoters have been removed in the respective constructs. **b**, *GADD45A* gene fused with nanoluciferase. Dual-nanoluciferase assay in Nutlin-3a and DMSO control-treated U2OS cells. The downstream promoter has been removed in the respective construct. Data in **a** and **b** are normalized to wild-type activity in DMSO-treated cells. **c**, The *FAS/ACTA2* gene locus harbors *FAS* on the *+*strand and *ACTA2* on the −strand (upper panel). CRISPR–Cas9 has cut the p53RE located in the ACTA2 promoter in U2OS cells. RT-qPCR data from parental U2OS cells, a wild-type clone and two homozygous p53RE knock-out (KO) clones treated with Nutlin-3a or DMSO control (bottom panels). Expression has been normalized to *GAPDH* and DMSO control-treated parental cells. *MDM2* expression served as positive control. Data in **a**–**c** are shown as mean ± s.d. Statistical significance was obtained through a two-sided *t*-test; *n* = 3 biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001; NS, nonsignificant. Source data

Collectively, convergent promoters seem to provide a molecular architecture enabling transcription factors to co-regulate juxtaposed promoters.

### An active chromatin signature marks convergent promoters

To better understand the architecture of convergent promoters, we examined the chromatin structure at the respective loci and the surrounding area using data from ENCODE. Assay for transposase-accessible chromatin with sequencing (ATAC–seq) data indicate open chromatin, that is, nucleosome-depleted regions, at both constituent promoters. In agreement with earlier observations^17–19^, a reduced ATAC–seq signal in between the promoters suggests the presence of nucleosomes separating two nucleosome-free promoter regions (Fig. 5a). Interestingly, convergent promoters largely overlap CpG islands (Fig. 5b), consistent with the high GC content previously observed between convergent promoters^17,18^. Moreover, the active marks H3K4me3, H3K9ac and H3K27ac are enriched at the promoter regions proximal to the TSSs and display a maximum at the nucleosomes between the convergent promoters. Similarly, we observe a similar distribution of H2AFZ (Fig. 5c–f). Notably, the promoter marks H3K4me3, H3K9ac, and H2AFZ^46^ between TSS2 and TSS3 distinguish these promoter regions from enhancers. While H3K27ac is found frequently at promoters and enhancers, H3K4me1 is an enhancer mark typically not found at promoters but only at promoter flanking regions^46^. The regions spanning convergent promoter constellations are devoid of the enhancer mark H3K4me1. Still, their flanking regions are enriched for H3K4me1 (Fig. 5g). The transcription-elongation marks H3K36me3, H3K79me2 and H4K20me1 are enriched towards the host gene body (Extended Data Fig. 7e–g), consistent with their known enrichment at coding sequences^46^.

**Fig. 5:**
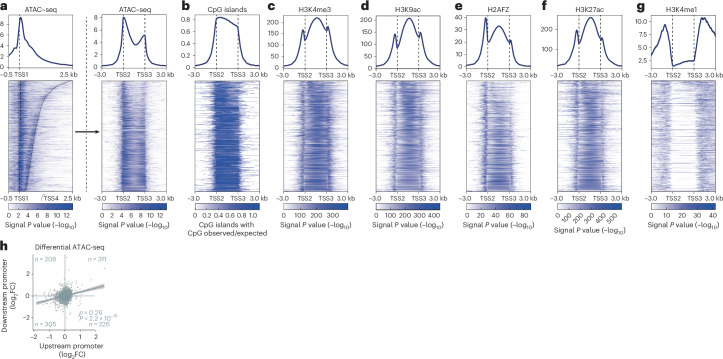
An active chromatin structure connects convergent promoters. **a**–**g**, Summary profiles (top panels) and heatmaps with individual convergent promoter regions (bottom panels) display epigenetic signals at MCF-7 convergent promoters. Convergent promoters are length-sorted in descending order. **a**, ATAC–seq signals. Left, original scale with start (TSS1) and end (TSS4) indicated by dashed lines. Right, all regions adjusted to the same scale with start (TSS2) and end (TSS3) marked by dashed lines. **b**–**g**, CpG islands (**b**), H3K4me3 (**c**), H3K9ac (**d**), H2AFZ (**e**), H3K27ac (**f**) and H3K4me1 (**g**) signal *P* values (−log_10_) at scale-adjusted regions. Negative decadic logarithms of signal *P* values computed using a Poisson model-based statistical test were obtained directly from ENCODE data files. **h**, Differential ATAC–seq signal (log_2_FC Nutlin-3a compared with DMSO control) at downstream promoter compared with its upstream promoter counterpart in MCF-7 cells. Linear regression with 95% confidence intervals. Spearman correlation with two-tailed significance. Source data

Since current data suggest that two converging Pol II cannot bypass each other^23^, we assessed Pol II pausing at convergent promoters. Indeed, GRO-seq signals indicate increased Pol II pausing starting at TSS2 and tending to extend all the way to TSS4 (Extended Data Fig. 8a). Thus, our data show a comparably long region with Pol II pausing in the sense direction. In the antisense direction, there was increased pausing starting at TSS1 but rather little between TSS3 and TSS1, suggesting that Pol II pausing at TSS3 did not occur frequently. Consequently, Pol II residence time on the antisense strand appears lower.

To test whether the co-regulation within convergent promoters extends to common changes in the chromatin structure, we generated and analyzed differential ATAC–seq data. In support of a joint regulation, ATAC–seq signals at both constituent promoters of the convergent promoter structure displayed a significant positive correlation in response to Nutlin-3a treatment (Fig. 5h).

### Characteristics of convergent promoters

Previous studies have suggested that the promoters of about a quarter of expressed genes are affected by convergent transcription. To identify such genes, we searched for pairs of host gene TSSs and daTSSs (corresponding to TSS2 and TSS3 above)^17–19,26^—a strategy significantly less conservative than the one pursued here, that is, searching for pairs of divergent TSS pairs (Fig. 1d and Extended Data Fig. 1a). To optimize the sensitivity of our approach, we directly paired convergent CAGE peaks. We then selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the host TSS (equivalent to TSS2 above). This more sensitive search identified an extended set of ~4,800 to ~6,800 convergent promoter constellations (Supplementary Tables 5–8). We were able to identify many of them in several cell systems (Extended Data Fig. 8b). The TSSs in the extended set of convergent promoters also displayed a positive correlation of expression (Fig. 6a). Again, the positive correlation of convergent transcription was not affected by host gene expression levels (Extended Data Fig. 9a) or the distance between the TSSs (Extended Data Fig. 9b). Moreover, the extended set of convergent promoters also exhibits a typical chromatin structure spanning the juxtaposed TSSs and including CpG islands (CGIs; Fig. 6b). We found enrichment for H3K4me3 and H3K27ac and depletion for H3K4me1 (Fig. 6c). Pol II occupancy data corroborated Pol II loading in a converging direction (Fig. 6d).

**Fig. 6:**
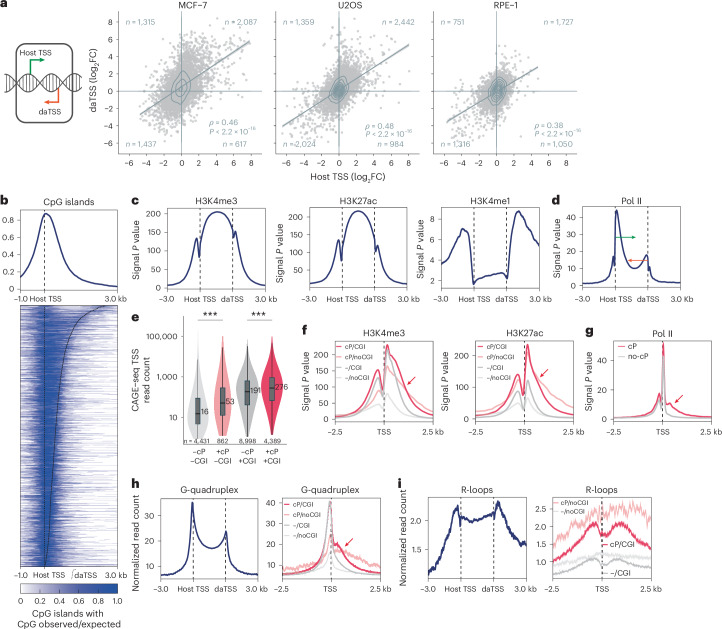
Characteristics of convergent promoters. **a**, Schematics (left) highlight the TSSs that have been used to identify the extended set of convergent promoters and that have been compared for their log_2_FC (Nutlin-3a compared with DMSO control). Spearman correlation in MCF-7 (left panel), U2OS (middle panel) and RPE-1 cells (right panel). Linear regression with 95% confidence intervals. Spearman correlation with two-tailed significance. **b**, Summary profile (top panel) and heatmap with individual convergent promoter regions (bottom panels) starting from the host TSS display CpG island signals. The extended set of MCF-7 convergent promoters is length-sorted in descending order. **c**,**d**,**f**,**g**, ENCODE data from MCF-7 cells^57^. Summary profiles of H3K4me3 (left panels **c** and **f**), H3K27ac (middle panel **c**, right panel **f**), H3K4me1 (right panel **c**) and Pol II (**d**,**g**) signals for the extended set of scale-adjusted MCF-7 convergent promoters. **e**, Violin plots summarize the read counts at GENCODE-annotated TSS-overlapping CAGE–seq peaks that are part of convergent promoters (+cP, red) or not (−cP, gray) and that overlap with CGIs (+CGI, dark) or not (−CGI, light) in MCF-7 cells. Statistical significance was assessed using a two-sided, unpaired Wilcoxon rank sum test. ***P < 0.001. Boxes show the median, upper and lower quartiles, whiskers 1.5x interquartile range. **f**,**g**, Summary profiles of H3K4me3 (left panel **f**), H3K27ac (right panel **f**) and Pol II (**g**) at TSSs from CAGE–seq peaks that overlap GENCODE-annotated TSSs and that are part of convergent promoters (cP, red) or not (no-cP, gray) and that overlap with CGIs (CGI, dark) or not (noCGI, light). **h**,**i**, Summary profiles of read counts from U2OS G4 ChIP–seq (GSE162299) (**h**) and MCF-7 DRIP–seq (GSE81851) (**i**) data for the extended set of scale-adjusted convergent promoters (left panels) and at TSSs from CAGE–seq peaks that overlap GENCODE-annotated TSSs and that are part of convergent promoters (cP, red) or not (−, gray) (right panels) and that overlap with CGIs (+CGI, dark) or not (−CGI, light). Source data

To directly compare the characteristics of convergent promoter TSSs with other TSSs, we filtered for all CAGE–seq peaks overlapping with a GENCODE-annotated TSS. We found that 24.5–29.2% of CAGE–seq peaks supported by GENCODE TSSs were part of convergent promoters. Given that convergent promoters enrich for CGIs (Fig. 4j) and CGI promoters represent an important promoter class^47,48^, we separated them into CGI-overlapping and non-CGI TSSs. Convergent promoter TSSs showed a significantly higher expression than regular promoter TSSs (Fig. 6e and Extended Data Fig. 8c), contrasting earlier studies that associated convergent transcription at promoters with lower-expressed genes^17^. By contrast, tissue specificity based on FANTOM5 data^40^ did not differ between convergent promoter TSSs and regular promoter TSSs (Extended Data Fig. 8d). Likewise, our ATAC–seq data indicate that nucleosome positioning near TSSs of convergent promoters is similar to other promoter TSSs (Extended Data Fig. 8e). However, in agreement with their higher productivity, the convergent promoter TSSs displayed more pronounced signals for the activity-associated marks H3K4me3 and H3K27ac (Fig. 6f), while Pol II occupancy was similar to other promoter TSSs (Fig. 6g). A characteristic feature of convergent promoter TSSs is a broader signal for H3K4me3, H3K27ac and Pol II occupancy, extending particularly downstream (Fig. 6f,g). In fact, we found that this broader signal is indicative of the adjacent downstream TSSs. Further, we discovered that G-quadruplex (G4) structures, which can form at nucleosome-depleted and GC-rich DNA^49^, show a broader signal at convergent promoter TSSs when compared with other TSSs (Fig. 6h). Given that antisense transcription has been associated with R-loop formation^50^, for example, at the promoters of *VIM*^34^ and *TCF21* (ref. ^36^), we assessed the prevalence of R-loops at convergent promoters. We found that convergent promoter TSSs were enriched for R-loop formation compared with other promoter TSSs (Fig. 6i and Extended Data Fig. 8f), indicating an association between convergent promoters and R-loops that may be of functional importance.

Collectively, our data indicate that convergent promoters may regulate more than a quarter of all active gene TSSs. We find that convergent promoters are characterized by strong and broad active promoter marks and G4 structures and are enriched for R-loops. Critically, convergent promoter TSSs are significantly more productive.

### Annotation of daRNAs initiated from 2,158 host genes

The daRNAs represent a subclass of NATs, namely 5′-overlapping *cis*-NATs, which were previously believed to be rare^12^. Similar to *PIK3IP1-DT*, for which the actual TSS is not part of the current gene annotation (Fig. 3d), we found that the overwhelming majority of daTSSs did not overlap any GENCODE-annotated TSS (Fig. 7a). Thus, daRNAs appear to be largely missing from the annotation. To annotate daRNAs, we complemented CAGE–seq and RNA-seq with 3′ RNA-seq, that is, QuantSeq data^51^, to determine transcription termination sites (TTSs). Based on these three data layers, we identified daRNAs initiated from 2,158 host genes, 1,635 which were missing in GENCODE. Annotation of the primary daRNA transcript involves the detection of its most pronounced QuantSeq signal (Supplementary Table 9; Methods). For instance, *PTP4A1* is regulated by a convergent promoter generating daRNAs with different transcript lengths (Fig. 7b). daRNAs had a median length of 9,568 bp (Fig. 7c), and 97% of all daRNAs extended across the host TSS without any apparent Pol II blockade. Strikingly, daRNAs overlapped many annotated lncRNAs and protein-coding genes (Fig. 7d). Thus, our data indicate an incomplete annotation and the existence of alternative start sites, for instance, in the case of *PIK3IP1-DT* (Fig. 3d). We combined the annotation with our RNA-seq data to assess differential expression changes of the host genes and their respective daRNAs. Differential RNA-seq analysis corroborated the positive correlation of 5′-overlapping sense and antisense transcripts (Fig. 7d). Notably, QuantSeq, CAGE–seq and RNA-seq data displayed a positive correlation (Extended Data Fig. 10a–c).

**Fig. 7:**
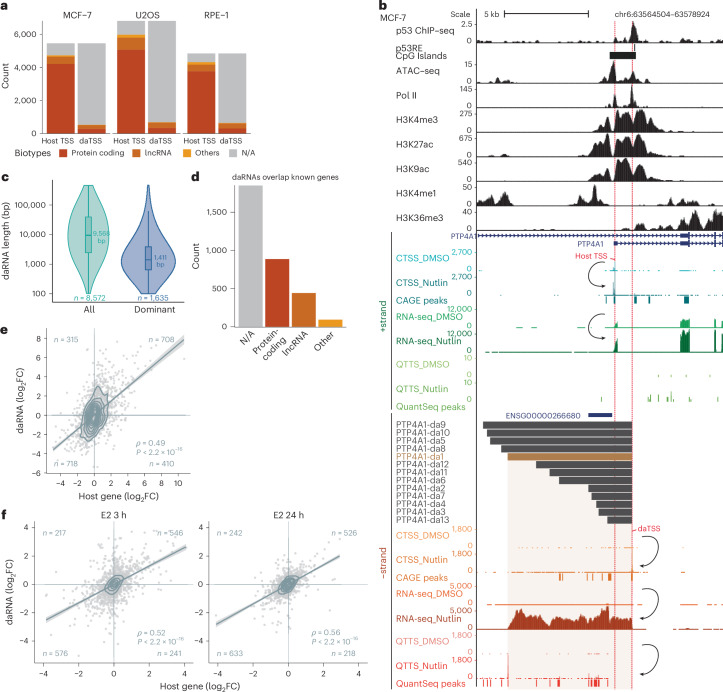
Downstream antisense RNAs initiated from 1,635 host genes are co-regulated with their host genes through convergent promoters. **a**, Biotypes associated with GENCODE-annotated TSSs that overlap with the CAGE–seq peaks harboring the respective convergent promoter TSSs. The vast majority of daTSS peaks overlapped no GENCODE-annotated TSS. N/A, not available. **b**, UCSC genome browser image of the *PTP4A1* gene (+strand) and its 5′-overlapping antisense RNAs (daRNAs; −strand). *PTP4A1* is *trans*-activated by p53. The top tracks display p53 ChIP–seq data and the p53 response element (p53RE)^58^ as well as ATAC–seq, Pol II, H3K4me3, H3K27ac, H3K9ac, H3K4me1 and H3K36me3 data from ENCODE^57^. The bottom tracks display CAGE–seq-detected TSS (CTSS), RNA-seq and QTTS counts on the *+*strand (*PTP4A1*) and the −strand (*PTP4A1_daRNAs*) from MCF-7 cells. Nutlin-3a treatment substantially increased CTSS, RNA-seq and QuantSeq counts at both the *+*strand and the −strand. Downstream antisense RNAs (daRNAs) initiated from the convergent promoter at *PTP4A1* are indicated in gray. The daRNAs are numbered according to the order of the associated QTTS count, starting from the highest count (*PTP4A1-da1*; dominant daRNA; golden colored). **c**, Violin plots summarize the length of all daRNAs and the dominant daRNAs initiated from the extended set of convergent promoters in MCF-7 cells. Boxes show the median, upper and lower quartiles, whiskers 1.5x interquartile range. **d**, Biotypes of annotated genes that are included (overlap) in the daRNAs or into which daRNAs read-in (merge with). **e**,**f**, RNA-seq-derived differential expression of dominant daRNAs (*y* axis) compared with the differential expression of their respective host genes (*x* axis) in 24 h Nutlin-3a-treated (**e**) and 3 h (GSE117942) and 24 h (GSE173976) estradiol (E2)-treated MCF-7 cells (**f**). Linear regression with 95% confidence intervals. Spearman correlation with two-tailed significance. Source data

Since antisense RNAs affect adjacent genes^14,52,53^, we examined whether the expression of *FAS*/*ACTA2* or *PTP4A1*/*da_PTP4A1* affects each other. To this end, we performed a knockdown of the respective RNAs and tested the expression of their mates. Although we observed substantial knockdown of the targeted RNAs, we did not observe a consistent effect on the 5′-overlapping RNA counterpart (Extended Data Fig. 10d). These data are in agreement with other studies that have not found a universal contribution of overlapping antisense transcripts to each other’s expression^14^ and that have found *cis*-regulatory elements to be of potentially greater relevance in controlling nearby genes^54^.

With the daRNA annotations at hand, we could test whether convergent promoters elicit co-regulation of convergent transcription also under conditions that do not involve activation of p53. We utilized data from estradiol (E2)-treated MCF-7 cells. We additionally observed a positive correlation of daRNA and host RNA expression in response to 3 h and 24 h E2 treatment (Fig. 7f), suggesting a more universal co-regulation of 5′-overlapping transcription through convergent promoters.

## Discussion

Our work reveals an unexpected co-regulation of convergent promoters, that is, a joint regulation in the same direction. The convergence of sense and antisense transcription was believed to cause transcription interference^22,24^, either because two converging Pol II complexes collide and cannot bypass each other^23^ or because Pol II passage would perturb one of the promoters^20^. Instead, we found that convergent transcription marks juxtaposed promoters that can be co-regulated in the same direction. In fact, the expression correlation between convergent TSSs was essentially as strong as that between divergent TSSs, for which co-regulation is commonly observed and widely accepted (Fig. 5i and Extended Data Fig. 1c). Whereas the convergent promoters are located in distinct nucleosome-depleted regions that are separated by nucleosomes (Extended Data Fig. 8e), they appear to be linked epigenetically by CpG islands (CGIs) and active promoter marks that show peak signal between the constituent promoters (Fig. 5a–f and j–k).

Most importantly, we find that transcription factor binding to any individual subpromoter can be sufficient to co-regulate all TSSs in this structure. Thus, convergent co-regulated promoters (cocoProms) substantially expand our notion of the promoter architecture, with important ramifications for our understanding of gene regulation. For decades, researchers have focused on proximal promoters and adjacent upstream regions to identify binding sites of transcription factors and other features potentially affecting gene regulation. However, the co-regulation of convergent promoters, such as *FAS* and *GADD45A* expression regulated by p53 binding to the downstream antisense promoter (Fig. 4) and *PIK3IP1* expression regulated by RFX7 binding to the downstream antisense promoter (Fig. 3d), suggests that gene expression can be affected by promoters several hundred base pairs downstream of a TSS. This finding is thus prompting us to rethink the strategies we use to identify target genes of transcription factors. Notably, the co-regulation is not limited to each constituent promoter acting as an enhancer for the other. Our data show that transcriptional repressors such as E2F4 can also downregulate entire cocoProms (Fig. 3b). E2F4 is a crucial component of the multisubunit repressor complex DREAM, which has been proposed to block transcription from promoters by stabilizing +1 nucleosomes^55^. Since the nucleosomes located between convergent promoters are an obstacle to Pol II passage in both sense and antisense, it makes sense that their stabilization would also downregulate transcription from both convergent promoters.

Although downstream antisense promoters share many characteristics with intragenic enhancers, our data provide evidence that they may be best characterized as promoters (Supplementary Discussion). Similarly, convergent promoters can be distinguished from other well-established promoter classes with which they share key characteristics (Supplementary Discussion).

We found that the intragenic promoters are evolutionarily conserved (Extended Data Fig. 2d). From an evolutionary point of view, the four TSSs of prototypical cocoProms (Fig. 1d) grant the flexibility to produce distinct genes and isoforms from one single regulatory locus. The two constituent promoters offer two spatially separated but functionally linked platforms for transcription factor binding and expression control. Recently, it has been suggested that the initiation of divergent transcription is the ground state of new promoters in yeast, and one of the TSSs may be silenced only later^56^. Thus, an intriguing question is whether cocoProms with four or more TSSs are the actual ground state of newly evolved promoters in metazoans with individual TSSs silenced later.

## Methods

The experiments mentioned below did not require approval from a specific ethics board.

### Cell culture, drug treatment and transfection

MCF-7 (ATCC, cat. no. HTB-22) and U2OS (DSMZ, cat. no. ACC 785) cells were grown in high glucose Dulbecco’s modified Eagle’s media (DMEM) with pyruvate (ThermoFisher Scientific). RPE-1 hTERT cells (ATCC, cat. no. CRL-4000) were cultured in DMEM:F12 media (ThermoFisher Scientific). Culture media were supplemented with 10% fetal bovine serum (FBS; ThermoFisher Scientific) and penicillin/streptomycin (ThermoFisher Scientific). In addition, DMEM was supplemented with nonessential amino acids (ThermoFisher Scientific) for culturing MCF-7 cells. Cell lines were tested twice a year for *Mycoplasma* contamination using the LookOut Detection Kit (Sigma Aldrich), and all tests were negative. Cell authentication was performed using morphological validation.

Cells were treated with DMSO solvent control (0.15%; Carl Roth) or Nutlin-3a (10 µM; Sigma Aldrich) for 24 h.

For knockdown experiments, cells were seeded in six-well plates and reverse transfected with 10 nM Silencer Select siRNAs (ThermoFisher Scientific) using RNAiMAX (ThermoFisher Scientific) and Opti-MEM (ThermoFisher Scientific) following the manufacturerʼ protocol. The following silencer select siRNAs (ThermoFisher Scientific) were used: siControl (cat. no. 4390844), *FAS* (cat. no. s1508), *ACTA2* (cat. no. s945), *da_PTP4A1* (forward CCACGUUUCUCAUAAUUAAtt; reverse UUAAUUAUGAGAAACGUGGtt).

### Genome editing

To target the p53 responsive element in the *PTP4A1* downstream promoter, two gRNAs were selected using the CRISPR/Cas9 guide RNA design checker available on Integrated DNA Technologies (IDT) website. Each gRNA oligo (IDT) was annealed with tracer RNAs (tracRNAs) coupled to ATTO 550 or ATTO 647 fluorophores (IDT), allowing for differentiation between the two gRNAs. Following the manufacturer’s protocol, the annealed gRNA complexes were loaded into the recombinant Cas9 enzyme with enhanced specificity (IDT).

The day after cell seeding, RPE-1 cells were transfected with gRNA–Cas9 ribonucleoprotein complexes using Lipofectamine RNAiMAX (ThermoFisher Scientific) according to the manufacturer’s instructions. Two days after transfection, cells with double positive signals for ATTO 550 or ATTO 647 in the top 20% of the population were sorted individually into single wells of 96-well plates. These cells were then cultured to confluence in a 1:1 mixture of fresh and conditioned medium.

The p53 response element in the *ACTA2* promoter has been deleted from U2OS cells by Cytosurge as described previously^59^. In brief, single U2OS cells were seeded and, on the next day, gRNA–Cas9 RNP complexes (20 ng µl^−1^) targeting the *ACTA2* p53RE were injected into the nuclei of single cells using a FluidFM Nanosyringe. To monitor injection efficiency, 12.5% of the gRNA was labeled with ATTO 550 dye. At 24 h postinjection, the cells were imaged using the FluidFM OMNIUM Platform for injection efficiency and survival by imaging for GFP fluorescence.

RPE-1 and U2OS cells were expanded and genotyped by PCR. Sequences of the gRNAs and the genotyping primers are listed in Supplementary Table 10.

### Reporter gene assays

Convergent promoters of the p53 target genes *BAX*, *PTP4A1* and *CCNG1* were amplified from MCF-7 genomic DNA and cloned into a pGL4.10 luciferase reporter vector (Promega) using KpnI and HindIII restriction sites. Upstream and downstream promoters including predicted p53REs^60^ were removed using alternative cloning primers (Supplementary Table 10). Dual-luciferase assays in U2OS cells were performed as described previously^61^.

The *GADD45A* gene was cloned into the pNL1.1 nanoluciferase reporter vector (Promega), resulting in a GADD45A-nLUC fusion system, as described previously^62^. One construct contained the wild-type *GADD45A* gene locus, while the downstream antisense promoter was deleted in a second construct. U2OS cells were transfected with 250 ng of NanoLuciferase reporter plasmid (pNL1.1) and 50 ng of Firefly luciferase plasmid (Promega, cat. no. pGL4.53). After overnight culture, cells were treated with Nutlin-3a or DMSO control for 24 h. Cells were collected and luciferase activity was measured using the Nano-Glo Dual-Luciferase Assay Kit (Promega) and a GloMax 20/20 luminometer (Promega) following the manufacturerʼs instructions.

### Reverse transcription semi-quantitative real-time PCR

Total cellular RNA was extracted using the innuPREP RNA Mini Kit (Analytik Jena) following the manufacturerʼs protocol. One-step reverse transcription and real-time semi-quantitative PCR (RT-qPCR) was performed with a Quantstudio v.5 using Power SYBR Green RNA-to-CT 1-Step Kit (ThermoFisher Scientific) following the manufacturerʼs protocol. Primer sequences are listed in Supplementary Table 10.

### Illumina sequencing and data preprocessing

MCF-7, RPE-1 and U2OS cells were treated with Nutlin-3a to activate p53 signaling or with the DMSO solvent to serve as a negative control with four (MCF-7) or three (U2OS and RPE-1) biological replicates. Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen) following the manufacturer’s protocol. Sequencing of RNA samples was performed using Illumina’s next-generation sequencing methodology^63^. In detail, total RNA was quantified and quality checked using a 2100 Bioanalyzer in combination with RNA 6000 assay or a 4200 Tapestation instrument in combination with RNA ScreenTape (Agilent Technologies). CAGE–seq^64^ libraries were prepared from 5,000 ng of total RNA using the CAGE Preparation Kit (Kabushiki Kaisha DNAFORM) following the manufacturer’s instructions. QuantSeq^51^ libraries were prepared from 500 ng of total RNA using the QuantSeq 3′ mRNA-Seq Library Prep Kit REV (Lexogen) following the manufacturer’s instructions. RNA-seq libraries were prepared from 800 ng of total RNA using NEBNext Ultra II Directional RNA Library Preparation Kit in combination with NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Multiplex Oligos for Illumina (Index Primers Set 1/2/3/4) following the manufacturer’s instructions (New England Biolabs) including size-selection at around 500 bp. Quantification and quality check of libraries was done using a 2100 Bioanalyzer instrument and DNA 7500 kit or a 4200 Tapestation instrument and a DNA 1000 kit (Agilent Technologies). Libraries were pooled and sequenced on a HiSeq 2500 using 50 cycle high-output reagents, a NextSeq 500 v.2 300 cycles run, a NextSeq 500 using 75 cycle high-output v.2.5 reagents or a NovaSeq 6000 SP 100 cycle v.1.5 run.

Inferred from FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) v.0.11.9 reports, we used Trimmomatic^65^ v.0.39 (5-nt sliding window approach, mean quality cutoff 22) for read quality trimming. Illumina universal adapter as well as mono- and dinucleotide content was clipped using Cutadapt v.2.10 (ref. ^66^). Potential sequencing errors were detected and corrected using Rcorrector v.1.0.4 (ref. ^67^). Ribosomal RNA (rRNA) transcripts were artificially depleted in RNA-seq data by read alignment against rRNA databases through SortMeRNA v.2.1 (ref. ^68^). In addition, Cutadapt was applied on CAGE–seq data using the nonshifting 5′ adapter ‘XG’ to clip a leading guanine and thus to correct for CAGE–seq’s typical 5′-end guanine addition bias. The preprocessed data was aligned to the reference genome hg38, retrieved along with its gene annotation from Ensembl v102 (ref. ^69^), using the mapping software segemehl^70,71^ v.0.3.4 with adjusted accuracy (95%) and split-read option enabled (RNA-seq) or disabled (CAGE–seq and QuantSeq). Mappings were filtered for uniqueness and properly aligned mate pairs (paired-end data only) with Samtools v.1.12 (ref. ^72^).

For visualization using the University of California Santa Cruz (UCSC) genome browser^73^, CAGE–seq and RNA-seq data were adjusted for library size differences and are displayed as normalized read counts.

### ATAC–seq and data processing

Biological quadruplets of MCF-7 cells treated with Nutlin-3a and DMSO control were utilized, with ATAC following the Omni-ATAC protocol^74^. Briefly, dead cells were removed using Annexin V magnetic beads (Miltenyi Biotec) and the remaining cells were treated with 200 U ml^−1^ DNase. Subsequently, 50,000 cells were pelleted at 500*g* at 4 °C and resuspended in lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40, 0.1% Tween-20, 0.01% digitonin). After 3 min, the lysis buffer was washed out with 1 ml resuspension buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20), cells were pelleted (500*g*, 4 °C, 10 min) and resuspended in 50 µl transposition mixture (25 µl 2× TD buffer (Illumina), 2.5 µl TD enzyme (Illumina), 16.5 µl PBS, 0.5 µl 1% digitonin, 0.5 µl 10% Tween-20, 5 µl H_2_O). After incubation (37 °C, 1,000 rpm, 30 min), DNA was purified and Illumina adapters were added. The libraries were pooled and sequenced on a HiSeq 2500 using a 100 cycle (50-bp paired-end) rapid run.

We used FastQC, Timmomatic, Cutadapt and Rcorrector as described above. The reads were aligned to hg38 using segemehl (split-read option disabled). Mappings were filtered for uniqueness and properly aligned mate pairs with Samtools. The uniquely mapped reads in convergent promoters were counted with featureCounts v.2.0.3 (ref. ^75^) and differences (log_2_ fold change (FC)) between Nutlin-3a and DMSO control samples were calculated with DESeq2 v.1.34.0. We used DANPOS v.3.0.0 (ref. ^76^) to obtain normalized read fractions from nucleosome-free (fragments < 100 bp) and mononucleosome (180–240 bp) regions, as described previously^77^.

### GRO-seq analysis

GRO-seq data from MCF-7 cells treated with Nutlin-3a and DMSO control were retrieved from GSE86165 (ref. ^78^) and GSE53499(ref. ^79^). The data were analyzed using FastQC, Timmomatic, Cutadapt, Rcorrector and SortMeRNA as described above. Reads were aligned to hg38 using segemehl (split-read option disabled). The uniquely mapped reads in convergent promoters were counted with featureCounts v.2.0.3 and differences (log_2_FC) between Nutlin-3a and DMSO control samples were calculated using DESeq2 v.1.34.0.

### Nanopore sequencing and data processing

MCF-7 cells were treated with Nutlin-3a to activate p53 signaling or with the DMSO solvent to serve as a negative control. Total RNA was extracted using the innuPREP RNA Mini Kit (Analytik Jena) following the manufacturer’s protocol. Oxford Nanopore library preparation protocol SQK-PCB109 was followed using 50 ng of total RNA as input. The samples were barcoded according to protocol with 16 PCR cycles. Libraries were run for 72 h according to the guidelines of the manufacturer using Mk1B-MinION sequencer and R9.4.1 flow cells (FLO-MIN106D; Oxford Nanopore Technologies). Sequencing run monitoring and real-time data acquisition were performed using the MinKNOW software suite v.22.03.6 (Oxford Nanopore Technologies). Base calling was performed using guppy v.6.0.7 with the fast model (Oxford Nanopore Technologies). After identification, orientation and trimming of full-length cDNA reads using pychopper v.2.7.2 (Oxford Nanopore Technologies), reads were aligned to hg38 by minimap2 v.2.24-r1122 in spliced long-read mode and with disabled secondary alignments^80^.

### Identification of TSSs and TTSs

According to the library preparation methods, aligned CAGE–seq and QuantSeq data were split into strand-specific subsets using Samtools to subsequently call strand-specific peaks using PEAKachu v.0.2.0 (ref. ^81^) in adaptive mode, given all replicates. Peaks within a distance of 50 bp were merged with BEDTools v.2.30.0 (ref. ^82^). CAGE–seq-detected TSS (CTSS) and QuantSeq-detected TTS (QTTS) were obtained through BEDTools genomecov with the 5′-end (CTSS) or 3′-end (QTTS) coverage parameter, followed by BEDOPS^83^ v.2.4.32 max-element tool to determine TSSs and TTSs by local maxima, respectively.

### Identification of convergent promoters

To obtain a core set of convergent promoters composed of four TSSs as shown in Fig. 1d, divergent TSSs (−strand TSS followed by *+*strand TSS) were paired within 400 bp windows—a threshold established previously^40^. Afterwards, divergent TSS pairs were paired within a range of 2,500 bp, as indicated by distance density analysis (Extended Data Fig. 1c) and filtered for overlap with a GENCODE-annotated TSS on the same strand. Therefore, convergent promoter strandness and gene association were prior inferred from the most strongly expressed TSS, defined as TSS2.

To extend the set of convergent promoters, convergent TSSs (+strand TSS followed by −strand TSS) were paired within the 2,500 bp region and filtered by overlap a TSS annotated in GENCODE v.36/Ensembl v.102. The overlapping TSS was defined as host TSS. In case of ambiguousness, TSS expression defined the convergent promoter orientation.

### Identification of daRNAs

daRNAs were annotated when no gene start annotation was available at the daTSS starting from convergent promoter in MCF-7. Transcript bodies were identified using a sliding window of length 100 and a coverage threshold of ten reads on RNA-seq data. Elongation was terminated upon reaching a known TSS complemented by a CAGE–seq peak on the same strand; daRNA transcripts and their 3′-end were annotated by QuantSeq-derived QTTS and ranked according to its expression. The dominant daRNA was defined as the transcript with the strongest QTTS and daTSS expression.

### Differential expression analysis

RNA-seq read quantification was performed on exon level while CAGE–seq and QuantSeq read quantification was performed on peak level using featureCounts v.2.0.3 (ref. ^75^), parametrized according to the experiments library strandness and subsequently tested for differential expression. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 (ref. ^84^) and adjusted for multiple testing via the Benjamini–Hochberg procedure.

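For RPE-1 cells treated with Nutlin-3a for 24 h, the adjusted p-values and test statistics of the RNA-seq comparison were recomputed from its p-values, log2FC values and standard errors. The adjusted p-values differed from a Benjamini–Hochberg adjustment over the listed genes by at most 1.53e-15. Test statistics differed from the log2FC divided by its standard error by a relative 6.45e-13 at most. The authors' deposited table calls 4999 genes higher and 3520 lower at an adjusted p under 0.05. With an absolute log2FC of at least 1, the authors' deposited table holds 1313 genes called higher and 1435 called lower. A log2FC of exactly 0 is listed for 1004 genes. The p53 target MDM2 (ENSG00000135679), on chromosome 12 of GRCh38 from 68808177 to 68845544, has a log2FC of 3.95 (standard error 0.11, adjusted p = 8.6e-281 by DESeq2 as the authors ran it) in the authors' deposited table. CDKN1A (ENSG00000124762), a p53 target on chromosome 6 from 36676460 to 36687337, has 3.94 (standard error 0.22, adjusted p = 8.07e-67 by the same test) in the authors' deposited table.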

### Single-molecule fluorescent in situ hybridization

Stellaris probe sets for single-molecule fluorescent in situ hybridization (smFISH) (Biosearch Technologies) were custom-designed for targeting the first intron of both *FAS* and *ACTA2*. Each probe set was comprised of 48 5′–3′ complementary oligonucleotides 22 nt in length, masking level 5 and a minimum spacing length of 2 nt. The *FAS* probe was labeled with CAL Fluor Red 610 and the *ACTA2* probe with Quasar 610 dye. MCF-7 cells were grown for 2 days on 18-mm uncoated coverglasses (thickness 1). After treatment with 10 μM Nutlin-3a (MedChemExpress), cells were washed with sterile ice-cold PBS at indicated timepoints, fixed with 2% paraformaldehyde (PFA) (electron microscopy grade) for 10 min at room temperature and permeabilized with 70% ethanol at 4 °C overnight. A custom probe set was hybridized for 16 h at a final concentration of 0.1 μM according to the Stellaris RNA FISH manufacturer. Afterwards, cells were washed and incubated with Hoechst 33342 for 10 min at room temperature for nuclear staining. Coverslips were then mounted on Prolong Gold Antifade (Molecular Probes, Life Technologies). Cells were imaged on a Nikon ECLIPSE Ti-E inverted fluorescence microscope with an F-mount camera DS-Qi2 equipped with CMOS image sensor. A ×60x plan apo objective (NA 1.4) and appropriate filter sets were used: (Hoechst: 387/11-nm excitation (EX), 409-nm dichroic beam splitter (BS), 447/60-nm emission (EM); CAL Fluor Red 610: 580/25-nm EM, 600-nm BS, 625-nm EX; Quasar 670: 640/30-nm EX, 660-nm BS, 690/50-nm EM). Images were acquired as multipoint of 21 *z*-stacks of each group of cells in a field of view with 300-nm step-width using Nikon Elements software (Nikon Instruments). After extraction of multicolor *z*-stacks and maximum intensity *Z*-projection, fluorescent intensity profiles of single regions of interest were plotted in ImageJ/Fiji.

### Tau index analysis

Tissue-specific TSS activity has been assessed through the Tau index^85^ using FANTOM5 CAGE–seq data^86^. The hg19 peaks were converted to hg38 using UCSC liftover^87^. The Tau index was calculated with tispec v.0.99.0 (https://github.com/BioinfGuru/tispec).

### Statistics and reproducibility

No statistical method was used to predetermine sample size but our sample sizes are similar to those reported in previous publications^18,40,45^. No data were excluded from the analyses. The experiments were not randomized. Investigators were not blinded to allocation during experiments and outcome assessment. Data distribution was not formally tested/analyzed for all correlation analyses. Thus, the nonparametric Spearman rank correlation with two-sided significance was calculated. Data distributions were also not formally tested/analyzed for all read count analyses and hence evaluated with the nonparametric unpaired, two-sided Wilcoxon rank sum test (Fig. 6e and Extended Data Fig. 8c,d). Normal distribution was assumed but not formally tested for dual-luciferase assays (Fig. 4 and Extended Data Fig. 7d) and RT-qPCR analysis (Extended Data Fig. 10d). Here, an unpaired, two-tailed *t*-test was used.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-024-02025-w.

## Supplementary information

Supplementary Information Supplementary Discussion and Supplementary Table Legends.

Reporting Summary

Supplementary Tables 1–10 Supplementary Table 1. Identification of a core set of convergent promoters in MCF-7 cells. We identified a core set of convergent promoters following the flowchart of Extended Data Fig. 1a. The table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 2. Identification of a core set of convergent promoters in RPE-1 cells. We identified a core set of convergent promoters following the flowchart of Extended Data Fig. 1a. The table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 3. Identification of a core set of convergent promoters in U2OS cells. We identified a core set of convergent promoters following the flowchart of Extended Data Fig. 1a. The table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 4. Identification of a core set of convergent promoters in the joint data. We identified a core set of convergent promoters following the flowchart of Extended Data Fig. 1a. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 5. Identification of an extended set of convergent promoters in MCF-7 cells. We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 6. Identification of an extended set of convergent promoters in RPE-1 cells. We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 7. Identification of an extended set of convergent promoters in U2OS cells. We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 8. Identification of an extended set of convergent promoters in the joint data. We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v.1.34.0 and adjusted for multiple testing via the Benjamini–Hochberg procedure. Supplementary Table 9. Host gene/daRNA pairs in MCF-7 cells. The table contains host gene/daRNA pairs regulated by convergent promoters including novel daRNAs that we uncovered by combining CAGE–seq, RNA-seq and QuantSeq data. Detailed information on the annotation of dominant daRNAs is displayed. Supplementary Table 10. Oligonucleotides. The table contains oligonucleotides that have been used, including primers and guide RNAs.

## Source data

Source Data Fig. 1 Source Data.

Source Data Fig. 2 Source Data.

Source Data Fig. 3 Source Data.

Source Data Fig. 4 Source Data.

Source Data Fig. 5 Source Data.

Source Data Fig. 6 Source Data.

Source Data Fig. 7 Source Data.

Source Data Extended Data Fig. 1 Source Data.

Source Data Extended Data Fig. 2 Source Data.

Source Data Extended Data Fig. 3 Source Data.

Source Data Extended Data Fig. 4 Source Data.

Source Data Extended Data Fig. 5 Source Data.

Source Data Extended Data Fig. 7 Source Data.

Source Data Extended Data Fig. 8 Source Data.

Source Data Extended Data Fig. 9 Source Data.

Source Data Extended Data Fig. 10 Source Data.

## Data Availability

The hg38 genome and its annotation were obtained from ENSEMBL v.102 (ref. ^69^). Transcription factor binding data on p53, E2F4 and RFX7 are available through www.targetgenereg.org (ref. ^57^). GRO-seq data from MCF-7 cells are publicly available through GSE86165 (ref. ^78^) and GSE53499 (ref. ^79^). RNA-seq data from RFX7-depleted U2OS cells are publicly available through GSE162163 (ref. ^45^). Epigenetic data are publicly available through ENCODE^56^: ATAC–seq (ENCFF782BVX), H2AFZ (ENCFF740HVA), H3K4me1 (ENCFF763NCP), H3K4me3 (ENCFF163MXP), H3K9ac (ENCFF327XJC), H3K27ac (ENCFF138YNG), H3K27me3 (ENCFF163QKN), H3K36me3 (ENCFF910BRP), H3K79me2 (ENCFF826OGB), H4K20me1 (ENCFF366GLZ) and Pol II (ENCFF827YIP). Hg38 CpG island data are available through the UCSC genome browser (http://hgdownload.cse.ucsc.edu/goldenpath/hg38/database/cpgIslandExt.txt.gz)^88^. G4 ChIP–seq data from U2OS cells are publicly available through GSE162299 (ref. ^89^). DRIP–seq (R-loop) data from MCF-7 cells are publicly available through GSE81851 (ref. ^90^) and GSE98886 (ref. ^91^) and from U2OS cells through GSE115957 (ref. ^92^) and GSE155865 (ref. ^93^). RNA-seq data from estradiol (E2)-treated MCF-7 cells are publicly available through GSE117942 (ref. ^94^) and GSE173976 (ref. ^95^). In addition, our sequencing data are accessible through GEO^96^. CAGE–seq data are available through GSE223512. RNA-seq data are available through GSE216721 (MCF-7), GSE173483 (U2OS) and GSE216720 (RPE-1). QuantSeq data are available through GSE223513. Nanopore sequencing data are available through GSE226080. ATAC–seq data from Nutlin-3a and DMSO control-treated MCF-7 cells are available through GSE250017. Source data are provided with this paper.

# Supplementary material for: Gene regulation by convergent promoters
**Source:** Nat Genet. 2025 Jan 6;57(1):206–17. doi: 10.1038/s41588-024-02025-w
**Supplement:** Supplementary file 1 — Supplementary Discussion and Supplementary Table Legends.

# Gene regulation by convergent promoters

In the format provided by the  
authors and unedited

## Supplementary Discussion

Over the past decade, traditional classifications of promoters and enhancers became blurred. Epigenetic signals, the initiation of a stable downstream transcription unit, and GC content are major hallmarks for distinguishing between promoters and enhancers <sup>1-3</sup>. Downstream antisense promoters share many characteristics with intragenic enhancers. However, downstream antisense promoters frequently overlap CGIs (**Fig. 6b**) and show histone marks indicative of active promoters and not enhancers (**Fig. 6c**). Furthermore, our data show that the downstream antisense promoters initiate stable daRNAs with an average length of several kilobases and well-defined transcription start and termination sites (**Fig. 7a-d**). Thus, our data provides evidence that the described downstream elements may be best characterized as promoters. Additionally, it has been suggested that intragenic enhancer activity interferes with host gene transcription <sup>4</sup>. Here, we found that intragenic promoters, at least as part of a cocoProm, do not prohibit the expression of their host genes, revealing limitations of the proposed model of intragenic enhancer logic. While our data cannot resolve the coordinating mechanism of convergent transcription, we provide evidence that the presence of juxtaposed Pol II promoters does not impair transcription in any direction. Recently, it has been shown that Pol II can, at least in part, rewrap nucleosomes to retain chromatin structure <sup>5</sup>. However, from a biochemical perspective, we find it difficult to imagine that the entire promoter, in particular transcription factor binding, can be preserved during Pol II passage. Instead, we find it intriguing to hypothesize that condensates <sup>6</sup> can form at cocoProms, perhaps supported by CGIs, G4 structures, and R-loops, that keep the critical factors in close proximity to enable a rapid reassembly and subsequent Pol II loading after antisense Pol II passage. Such a rapid promoter reassembly model would explain why any transcription interference caused by Pol II promoter passage is masked when a locus undergoes alternating convergent transcription by Pol II complexes. Alternating convergent transcription is also supported by GRO-seq data that indicate Pol II pausing between TSS#2 and TSS#4 in sense direction, while Pol II initiated from TSS#3 pauses just behind TSS#1 in antisense (**Extended Data Fig. 8a**). In such a constellation, Pol II pause release would not lead to a collision between the converging Pol IIs. Alternatively, it may turn out that converging Pol II complexes in metazoans can actually bypass each other.

Convergent promoters share many characteristics with other classes of promoters, but they also have distinct differences. First, convergent promoters initiate bi-directional transcription, which is the key feature of bi-directional promoters. While classical bi-directional promoters initiate divergent transcription from a single nucleosome-depleted promoter region <sup>7</sup>, convergent promoter constellations instead use two distinct nucleosome-depleted promoter regions to initiate convergent transcription. Second, the TSS#4 of the prototypical convergent

promoter constellation (**Fig. 1d**) often overlaps with a known alternative TSS of the host gene (**Extended Data Fig. 2a**), and in these cases, the downstream antisense promoter also represents an alternative host gene promoter. However, the majority of TSS#4s do not overlap with an alternative host gene TSS, and many convergent promoters do not contain a detectable TSS#4 (see ‘extended set’). Similarly, the vast majority of protein-coding genes have multiple known TSSs, but only a minority are regulated by convergent promoters. Third, convergent promoters are highly enriched for CGIs, and thus most convergent promoters are CGI promoters. While about 70 % of all promoters are CGI promoters <sup>8</sup>, only about a quarter of all promoters are juxtaposed to another promoter with convergent transcription between them. Thus, convergent promoters can be distinguished from other well-established promoter classes with which they share key characteristics.

### Supplementary Discussion References

1. Kim, T.-K. & Shiekhhattar, R. Architectural and Functional Commonalities between Enhancers and Promoters. *Cell* **162**, 948–959 (2015).
2. Haberle, V. & Stark, A. Eukaryotic core promoters and the functional basis of transcription initiation. *Nat. Rev. Mol. Cell Biol.* **19**, 621–637 (2018).
3. Andersson, R. & Sandelin, A. Determinants of enhancer and promoter activities of regulatory elements. *Nat. Rev. Genet.* **21**, 71–87 (2020).
4. Cinghu, S. *et al.* Intragenic Enhancers Attenuate Host Gene Expression. *Mol. Cell* **68**, 104-117.e6 (2017).
5. Filipovski, M., Soffers, J. H. M., Vos, S. M. & Farnung, L. Structural basis of nucleosome retention during transcription elongation. *Science* **376**, 1313–1316 (2022).
6. Cramer, P. Organization and regulation of gene transcription. *Nature* **573**, 45–54 (2019).
7. Wei, W., Pelechano, V., Järvelin, A. I. & Steinmetz, L. M. Functional consequences of bidirectional promoters. *Trends Genet.* **27**, 267–276 (2011).
8. Deaton, A. M. & Bird, A. CpG islands and the regulation of transcription. *Genes Dev.* **25**, 1010–1022 (2011).

## Supplementary Tables Legends

**Supplementary Table 1. Identification of a core set of convergent promoters in MCF-7 cells.** We identified a core set of convergent promoters following the flow chart of Extended Data Fig. 1a. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

**Supplementary Table 2. Identification of a core set of convergent promoters in RPE-1 cells.** We identified a core set of convergent promoters following the flow chart of Extended Data Fig. 1a. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

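Each line of the table for RPE-1 cells is 1 convergent promoter, with its host gene, the positions of its CAGE–seq peaks, and, for each of the 4 TSSs, the reads, the log2FC between Nutlin-3a and DMSO and its p-values. A host gene with several convergent promoters fills several lines. The last columns hold the host gene's base mean and log2FC from RNA-seq. The lines joined here to the RNA-seq comparison lay on chromosome 1 (57 loci), chromosome 10 (31 loci), chromosome 11 (41 loci), chromosome 12 (40 loci) and chromosome 13 (4 loci), and 3 more lines had a host gene that the comparison does not list. Among the host genes joined, 149 were protein-coding. The median number of CAGE–seq reads was 4799 at TSS2 and 46 at TSS3, so that a log2FC at TSS3 rests on far fewer reads.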

**Supplementary Table 3. Identification of a core set of convergent promoters in U2OS cells.** We identified a core set of convergent promoters following the flow chart of Extended Data Fig. 1a. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

**Supplementary Table 4. Identification of a core set of convergent promoters in the joint data.** We identified a core set of convergent promoters following the flow chart of Extended Data Fig. 1a. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

**Supplementary Table 5. Identification of an extended set of convergent promoters in MCF-7 cells.** We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

**Supplementary Table 6. Identification of an extended set of convergent promoters in RPE-1 cells.** We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we

selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

**Supplementary Table 7. Identification of an extended set of convergent promoters in U2OS cells.** We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

**Supplementary Table 8. Identification of an extended set of convergent promoters in the joint data.** We identified an extended set of convergent promoters by directly pairing convergent CAGE peaks using the 2.5 kb threshold we established. Subsequently, we selected all pairs overlapping with a TSS of a GENCODE-annotated gene. The dominant TSS was defined as the hostTSS. The Table contains annotations and differential expression information. Differential gene expression and its statistical significance was identified using DESeq2 v1.34.0 and adjusted for multiple testing via the Benjamini-Hochberg procedure.

**Supplementary Table 9. Host gene / daRNA pairs in MCF-7 cells.** The table contains host gene / daRNA pairs regulated by convergent promoters including novel daRNAs that we uncovered by combining CAGE-seq, RNA-seq, and QuantSeq data. Detailed information on the annotation of dominant daRNAs is displayed.

**Supplementary Table 10. Oligonucleotides.** The table contains oligonucleotides that have been used. Including primers and guide RNAs.

# Supplementary material for: Gene regulation by convergent promoters
**Source:** Nat Genet. 2025 Jan 6;57(1):206–17. doi: 10.1038/s41588-024-02025-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Thermo Fisher Scientific Design and Analysis Software v1.5.1<br>Illumina bcl2FastQ<br>Nikon Elements software                                                                                                                                                                                                                                         |
| Data analysis   | FastQC v0.11.9<br>Trimmomatic v0.39<br>Cutadapt v2.10<br>Rcorrector v1.0.4<br>SortMeRNA v2.1<br>segemehl v0.3.4<br>Samtools v1.12<br>MinKNOW software suite v22.03.6<br>pychopper v2.7.2<br>minimap2 v2.24-r1122<br>PEAKachu v0.2.0<br>BEDTools v2.30.0<br>BEDOPS v2.4.32<br>featureCounts v2.0.3<br>DESeq2 v1.34.0<br>ImageJ/Fiji v1.53f<br>R v4.1.3 |

```

tidyverse v2.0.0
biomaRt v2.54.1
Python v3.9.9
pysam v0.18.0
pyranges v0.0.117
deeptools v3.5.0
genomation v1.30.0
ggrastr v1.0.2
fitdistrplus v1.1-11
GenomicRanges v1.50.2
Repitools v1.44.0
rstatix v0.7.2
ggpmisc v0.5.4-1
ggpubr v0.6.0
scales v1.2.1
plyranges v1.18.0
UCSC liftOver
tiscpec v0.99.0
featureCounts v2.0.3
DANPOS v3.0.0
guppy v6.0.7

```

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

### Data Availability

The hg38 genome and its annotation were obtained from ENSEMBL v102 69. Transcription factor binding data on p53, E2F4, and RFX7 are available through [www.targetgenereg.org](http://www.targetgenereg.org) 57. GRO-seq data from MCF-7 cells are publicly available through GSE86165 78 and GSE53499 79. RNA-seq data from RFX7 depleted U2OS cells are publicly available through GSE162163 45. Epigenetic data are publicly available through ENCODE 56: ATAC-seq (ENCFF782BVX), H2AFZ (ENCFF740HVA), H3K4me1 (ENCFF763NCP), H3K4me3 (ENCFF163MXP), H3K9ac (ENCFF327XJC), H3K27ac (ENCFF138YNG), H3K27me3 (ENCFF163QKN), H3K36me3 (ENCFF910BRP), H3K79me2 (ENCFF826OGB), H4K20me1 (ENCFF366GLZ), and Pol II (ENCFF827YIP). Hg38 CpG island data are available through the UCSC genome browser (<http://hgdownload.cse.ucsc.edu/goldenpath/hg38/database/cpgislandExt.txt.gz>) 88. G4 ChIP-seq data from U2OS cells are publicly available through GSE162299 89. DRIP-seq (R-loop) data from MCF-7 cells are publicly available through GSE81851 90 and GSE98886 91 and from U2OS cells through GSE115957 92 and GSE155865 93. RNA-seq data from estradiol (E2)-treated MCF-7 cells are publicly available through GSE117942 94 and GSE173976 95. In addition, our sequencing data are accessible through GEO 96. CAGE-seq data are available through GSE223512. RNA-seq data are available through GSE216721 (MCF-7), GSE173483 (U2OS), and GSE216720 (RPE-1). QuantSeq data are available through GSE223513. Nanopore sequencing data are available through GSE226080. ATAC-seq data from Nutlin-3a and DMSO control-treated MCF-7 cells are available through GSE250017.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                  |
|--------------------------------------------------------------------|----------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="n/a"/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/> |
| Population characteristics                                         | <input type="text" value="n/a"/> |
| Recruitment                                                        | <input type="text" value="n/a"/> |
| Ethics oversight                                                   | <input type="text" value="n/a"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size but our sample sizes are similar to those reported in previous publications 18,40,45.                                                                                              |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                      |
| Replication     | Experiments were performed at least two times, additionally most findings were replicated in two or three cell line models. All findings were replicated successfully. The number of replicates is indicated in the respective Figure legend. |
| Randomization   | The experiments in our study could not be randomized.                                                                                                                                                                                         |
| Blinding        | Investigators were not blinded because conditions were required knowledge for carrying out the experiments.                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                    |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | MCF-7, U2OS, and RPE-1 were obtained from ATCC.                                                                                                                    |
| Authentication                                                       | Cell authentication was performed using morphological validation                                                                                                   |
| Mycoplasma contamination                                             | Cell lines were tested twice a year for Mycoplasma contamination using the LookOut Detection Kit (Sigma Aldrich, Darmstadt, Germany), and all tests were negative. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None of these cell lines were used.                                                                                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

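RNA-seq libraries of RPE-1 and HCT116 cells, 3 per treatment and cell line and 12 in all, came from cells treated with 10 µM Nutlin-3a or with DMSO for 24 h. HCT116 is a colon cancer cell line that the paper does not report on. Cell line, treatment and replicate of each library were taken from the labels, and those of RPE-1 also from the paper's methods.

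According to the paper's methods, the authors trimmed reads with Trimmomatic 0.39 and Cutadapt 2.10, corrected them with Rcorrector 1.0.4 and removed ribosomal reads with SortMeRNA 2.1. The authors mapped them with segemehl 0.3.4 to hg38 (GRCh38) with Ensembl 102, kept uniquely mapped reads with Samtools 1.12 and counted them on exons by strand with featureCounts 2.0.3. The authors then compared Nutlin-3a with DMSO for each cell line by DESeq2 1.34.0. Whether each line was fitted alone is not stated. The deposited log2 values are the log2 fold change and its standard error. The deposited p-value is two-sided, and the adjusted one is a Benjamini-Hochberg adjustment over the listed genes. The deposited score is the log2 fold change divided by its standard error. The deposited signal is the base mean, a mean normalized count that is identical in both comparisons. Since genes listed at a log2 fold change of exactly 0 in both comparisons have base means of up to 234.0, the base mean averages more libraries than these 12, and it ranks genes by a wider average than the expression in either line. The labels describe ribosomal RNA depletion, the paper poly(A) selection. The labels and the paper name no batches.

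Both comparisons list 25914 genes and no values per library. The reads per library are therefore unknown, and no model was refitted, no library was left out and no pairing of replicates was modelled. Precision was taken from the standard errors, whose median was 0.27 in RPE-1 and 0.26 in HCT116 in the authors' deposited tables.

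CAGE-seq values were the paper's, from its list of the RPE-1 core set and its source data. The copy of the list used here held only 176 of the 730 loci, and 173 of these were joined to the RNA-seq comparisons by gene identifier. The order of the loci in the list was checked against the source data. As these loci cover a few chromosomes, no enrichment was computed on them. Gene coordinates and features came from GENCODE 44, in which 25836 of the listed genes were found, whereas the authors used Ensembl 102 and GENCODE 36 on the same genome build.

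Correlations were Spearman's rho, with Pearson's r beside it, and two-sided permutation tests with 100000 resamples. Intervals came from 10000 bootstrap resamples over loci or pairs. P-values of 11 relations were adjusted together by Benjamini-Hochberg. A difference between dependent correlations was tested by exchanging the paired values, and one between groups of loci by permuting the group labels. A share of loci had a Wilson interval. Genes whose change differed between the cell lines were found by dividing the difference of the deposited log2 fold changes by the root of the summed squared standard errors, with a normal p and Benjamini-Hochberg adjustment over the 20764 genes with base means of at least 10. The gene lists of Fig. 3a, 3b and 3c were compared with 10000 random lists of the same size from 20 classes of base mean. Annotated pairs had opposite strands and overlapping 5′ ends, with starts 2 to 2500 bp apart. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

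The statistics were tested on simulated data. Among 20764 simulated genes, the test between the cell lines recovered 41% of 200 changed genes, and 6.82% of its calls were false. This share does not carry over to data in which many more genes are called. With no relation in the data, 5.25% of correlation p-values at 50 loci lay under 0.05.

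Genes were named by a rule set in advance. It covered the genes the paper's text names in the Nutlin-3a experiments, CDKN1A, which was on the list although the text does not name it, the 3 core set host genes with the largest positive and the 3 with the largest negative change in RPE-1 (among the 173 joined loci only), and the 3 genes with the largest difference between the cell lines in each direction at base means of at least 50. Alternatives covered limits on base mean, fold change and adjusted p, 1 locus per host gene, Pearson's r, other group limits, wider standard errors, shorter distances and protein-coding genes. Some alternatives were chosen after seeing the data: protein-coding host genes, the paper's base mean, CAGE-seq reads in place of base mean, the outermost 5′ end of each gene, a stricter adjusted p for the named genes, and leaving out genes listed at exactly 0.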

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

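Both tests of a shift between the cell lines and the tests of standard errors in both lines and of the difference in rho between HCT116 and RPE-1 were chosen only after the results were seen.

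The HCT116 libraries are not reported in the paper. The authors' deposited table for HCT116 calls 3856 genes higher and 3164 lower with Nutlin-3a at an adjusted p under 0.05. After the median log2FC was taken out, 6856 genes lay past the threshold, against 7020 before, and 6101 of those 7020 were among them with the same direction, so that a shift of the zero point by the normalization is not the whole cause of the calls. Without values per library, an unequal number of reads or a mislabelled library could not be tested. In the authors' deposited table for HCT116, MDM2 has a log2FC of 4.14 and CDKN1A one of 4.12, the direction that the labels predict.

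The change with Nutlin-3a differed between RPE-1 and HCT116 for 4509 of 20764 genes (21.7%) in a test of the difference itself, 2342 with the higher log2FC in RPE-1 and 2167 with the lower one. The 2167 genes in the rarer direction do not decide on a shift of the zero point, as normalization keeps the median difference near 0. Over constant shifts from −1 to 1 on the log2 scale in steps of 0.01, at least 4471 genes lay past the threshold, which argues against a constant shift of that range as the whole cause. Scaling HCT116 by the ratio of the spreads over genes called in both lines (0.937) gave 4598 genes, which argues against a common factor of that size as the whole cause. Other factors were not tried, so a common factor in general stays open. Taking out the median difference within 100 classes of gene length and GC content gave 4438 genes, against 4507 without it. Of the genes that differ, 86.5% are protein-coding against 70.3% of the genes tested. As the parents of pseudogenes are themselves protein-coding, this share does not decide on reads shared with pseudogenes, which stay open. With every standard error multiplied by 1.5, 1542 genes were left, neither few nor most of the 4509. How far the standard errors are off was not measured, so too small standard errors stay open as a cause. Among the 531 listed genes called in both lines with opposite signs, 529 also differed, which follows from how they were chosen and decides nothing. Standard errors were under 0.25 in both lines for 3626 of the genes that differ, which argues against expression in only one line as the whole cause. A biological difference between the cell lines may underlie part of the pattern and stays open, since each line was compared within itself only and library batches are unknown.

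The named genes with the largest differences were PADI4, PLIN4 and H3C12, with differences in log2FC (RPE-1 minus HCT116) of 5.79, 5.73 and 5.46, and CBS, GGT6 and DOCK10, with −7.16, −6.85 and −6.80. The standard errors of these differences were 1.26, 0.90, 1.03, 1.21, 1.63 and 1.22 in the same order, so their sizes are poorly fixed. With standard errors multiplied by 1.5, GGT6 had an adjusted p of 0.0625 and the other 5 stayed past the threshold. Several of these genes may be close to absent from one line, which a base mean over all libraries cannot show. Apart from wider standard errors, no technical explanation was tested for single genes.

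Host gene changes of HCT116 followed the paper's TSS3 changes of RPE-1 less closely than those of RPE-1 itself. Spearman's rho over 173 loci was 0.240 for HCT116 (permutation p = 0.00157, adjusted p = 0.00192), and the difference from RPE-1 was 0.161 (paired exchange, p = 0.00872). The gap was smaller without the 5% of loci with the largest absolute host gene log2FC, with 0.332 for RPE-1 and 0.244 for HCT116. Pearson's r without the 2 farthest loci was 0.526 and 0.449. In both cases the loci left out were chosen by each line's own changes, so they need not be the same loci in both lines. At base means of at least 100 the gap in rho was wider, with 0.461 and 0.267. These gaps were not tested. The difference between cell lines is one open explanation. An unequal precision of both comparisons also stays open. Their median standard errors of 0.27 and 0.26 in the authors' deposited tables cannot decide on it, as both may come from 1 joint fit.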

How the results depend on the processing

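Of 94 values of comparisons recomputed under alternatives, 84 kept their direction and their side of the threshold or stayed within the limits set for counts. These limits were wide, as a fall from 4999 to 3844 genes called higher in RPE-1 stayed within them. Some values could not move, such as counts after the same Benjamini-Hochberg adjustment, or Fig. 3a and 3c lists whose genes all had base means of at least 100. The tally therefore overstates how stable the results are.

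The difference in rho of TSS2 and TSS3 between high and low base mean was the comparison that depended most on the processing. It was 0.160 with Pearson's r in place of rho, 0.0823 with the paper's base mean over all loci and 0.184 with CAGE–seq reads at TSS2 in place of base mean, none of them past the threshold. The last of these groupings was chosen after the p of 0.0397 was seen, and the paper's base mean was also chosen after seeing the data. With fixed limits at base means of 100 and 1000, rho of the lowest group reversed to −0.40, where only 11 loci were left. The cause was not tested. The difference was 0.937 under those limits, where the middle and highest groups had 0.526 and 0.537, and 0.303 with 1 locus per host gene, both past the threshold.

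With an absolute log2FC of at least 1, the authors' deposited tables hold 1313 genes called higher and 1435 called lower in RPE-1, and 1161 and 1188 in HCT116. The genes that differ between the lines numbered 1641 with a difference of at least 1 and 1542 with standard errors multiplied by 1.5. These limits remove genes by their construction. Among single genes, GGT6 lost the threshold for the difference between the lines with the wider standard errors, and CBS in RPE-1 lost it at an adjusted p under 0.01.

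No paired analysis was possible because the deposited comparisons hold no values per library. For the same reason no library was left out, no other splits of the samples were counted and the planned block by replicate was not run. Depth per library is unknown, and changes at TSS3 rest on a median of 46 CAGE–seq reads, which limits single loci.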

Differences from the paper's values

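The paper's source data for Extended Data Fig. 5 give a Spearman's rho of host gene and TSS2 in RPE-1 of 0.539 over all 725 loci and of 0.614 over the loci used here, against 0.806 from the deposited comparison. None of the alternatives set before the data were examined closed the gap. For host gene and TSS3, the paper's values give 0.271 over all loci and 0.287 over the loci used here, against 0.401 from the deposited comparison. Both of the paper's values lie inside the bootstrap 95% interval of the latter, 0.257 to 0.527, so a gap is not established for TSS3. Without the 5% of loci with the largest absolute host gene log2FC, rho was 0.332. It then differed from the paper's untrimmed values by less than the bootstrap standard error of 0.069 over all 173 loci. Under the other alternatives set before the data were examined, it differed by more than that.

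For single host genes in RPE-1, the paper's log2FC of LNCTAM34A is 1.69 against 3.30 in the authors' deposited table. For TSKU, the paper's value is 1.08 against 1.41 (standard error 0.26) in the authors' deposited table, a gap larger than the standard error but within the 95% interval it gives. For CLSPN, the paper's value is −3.42 against −4.84 in the authors' deposited table. For NUF2, it is −2.82 in the paper against −4.76 in the authors' deposited table. DDX12P has −1.59 in the paper and −3.25 in the authors' deposited table. POLD4 goes the other way, with 1.64 in the paper and 1.41 (standard error 0.29) in the authors' deposited table, a gap smaller than the standard error. No alternative set before the data were examined changes these single values. The paper's core set has 730 loci in RPE-1, of which 173 were used here, and no alternative was set for this number. It is smaller because the copy of the list used here held only 176 loci.

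The paper states that the correlation of TSS2 and TSS3 at loci with higher expressed host genes did not differ from that at lower expressed ones. In RPE-1, with 3 groups of equal size by the deposited base mean, the difference in rho was 0.298 (permutation p = 0.0397). It was also past the threshold with fixed limits at base means of 100 and 1000 (0.937, permutation p = 0.0027), where it rests on 11 loci in the lowest group and rho was 0.526 and 0.537 in the other groups, and with 1 locus per host gene (0.303, permutation p = 0.0401). It was not past the threshold with Pearson's r (0.160), an alternative set before the data were examined, nor with the paper's base mean over all loci (0.0823) or with groups by CAGE–seq reads at TSS2 (0.184), both chosen after seeing the values.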

Other observations

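Chosen only after the results were seen were the tests on the host gene values of the paper, apart from that of RNA without a poly(A) tail, both tests on genes listed at exactly 0, and the comparison of reads at TSS3. All hypotheses below were found on the same data that tested them.

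The host gene log2FC values of the paper's RPE-1 core set and those of the deposited RPE-1 comparison had a rho of 0.635 over 173 loci (bootstrap 95% interval 0.512 to 0.740). Signs were opposite at 50 loci (28.9%), and at 88 loci the paper's value lay outside the deposited 95% interval. A change of scale or log base would leave a rho of 1, which 0.635 excludes. An exchange of both deposited comparisons is argued against by a rho of TSS2 that was higher by 0.302 with the RPE-1 comparison than with HCT116 (paired exchange, p = 1e-05, the smallest the permutations can give). At 98 loci with both base means of at least 1000, rho was 0.707, so that counting noise at low base means is not the whole cause. Among protein-coding host genes it was 0.628, which argues against the loss of RNA without a poly(A) tail as the whole cause. A candidate explanation is that the paper's host gene values came from other libraries. TSS2 followed the deposited comparison more closely than the paper's host gene values, by a difference in rho of 0.192 (p = 0.00105), which is what this explanation needs but does not show which libraries those were. Over 63 host genes shared with the paper's MCF-7 core set, the paper's RPE-1 host gene changes followed its MCF-7 host gene changes with a rho of 0.648, the deposited RPE-1 changes followed them with 0.393, and the TSS2 changes of both lines had a rho of 0.153. These values were looked at afterwards and were not tested.

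At loci grouped by the deposited base mean, few CAGE–seq reads at TSS3 of loci with low base mean could lower the correlation of TSS2 and TSS3 there. Among loci with at least the median number of reads at TSS3, the difference in rho between high and low base mean was 0.313 (p = 0.117) over 29 and 28 loci, too few to decide. A second test, chosen after the first had not decided, compared the reads themselves. The median at TSS3 was 45.5 at low and 45 at high base mean, which argues against fewer reads at TSS3 as the cause. Reads at TSS2 did differ, with medians of 1823 at low and 11272.5 at high base mean, and whether they contribute was not tested. The difference in rho was not past the threshold with CAGE–seq reads at TSS2 (0.184) and was past it with fixed limits (0.937), there because of 11 loci in the lowest group, so that the rise itself may depend on the grouping. No biological explanation was tested.

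In both comparisons, 172 genes are listed at a log2FC of exactly 0. Rounding is not the cause, since 19 genes in RPE-1 have a log2FC closer to 0 than 0.0005 that is not 0. The largest base mean among the 172 genes was 234.0, which is consistent with a base mean averaged over more libraries than the 12.

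In the authors' deposited tables, FAS has a log2FC of 1.20 in RPE-1 and 2.72 in HCT116, and ACTA2 has 1.97 and 2.62. The closest pair of annotated transcript starts of both genes with overlapping 5′ ends is 44 bp apart, although the outermost 5′ ends lie much farther from each other. The difference between the lines was −1.53 for FAS (adjusted p = 7.5e-19 by the normal test) and −0.65 for ACTA2 (adjusted p = 0.0174). CCNG1 differed by 0.45 (adjusted p = 0.00704 by the normal test). For PTP4A1, BAX, GADD45A, PIK3IP1, PIK3IP1-DT, RFX7, MDM2 and CDKN1A no difference was past the threshold. PTP4A1 has a base mean of 30.3 and PIK3IP1-DT one of 11.4, so their changes are imprecise, and the authors' deposited table calls neither in RPE-1 (adjusted p = 0.429 and 0.466). For HCT116, the authors' deposited table calls PTP4A1 higher with a log2FC of 1.96 (adjusted p = 0.00447) and does not call PIK3IP1-DT (adjusted p = 0.115).

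Across 20764 genes, log2FC values of RPE-1 and HCT116 had a rho of 0.370 (permutation p = 1e-05, the smallest the permutations can give). Among all 25914 listed genes, 4084 were called in both lines, and 3553 of these changed in the same direction. Genes are not independent replicates.

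The 29 p53 host genes of Fig. 3a had a median log2FC of 1.16 in RPE-1 and 1.36 in HCT116, above all 10000 random lists. Of these genes, 25 and 28 were called higher, and 1 was called lower in RPE-1. The 85 E2F4 host genes of Fig. 3b had medians of −1.95 and −1.47, below all random lists, with 79 and 69 called lower. In HCT116, 3 of them were called higher. For the 10 RFX7 host genes of Fig. 3c, the medians were 1.09 and 0.84, at percentiles 100 and 99.99, with 10 and 7 called higher. The paper drew these lists from p53 targets, DREAM targets and promoters bound by RFX7. Their direction with Nutlin-3a was therefore largely fixed by the selection, and the medians do not bear on convergent promoters as such.

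Annotated gene pairs with overlapping 5′ ends changed together, with a rho of 0.191 in RPE-1 and 0.255 in HCT116 over 1731 pairs (permutation p = 1e-05, the smallest the permutations can give), and in RPE-1 57.7% and in HCT116 59.8% of pairs changed in the same direction. Reads of one strand counted on the other could join a strong gene to a weak one. Among 552 pairs with base means within 4-fold, rho in RPE-1 was 0.144 (permutation p = 0.00076). This does not decide, since the base mean averages other libraries and such pairs can still be unequal in RPE-1. Convergent pairs 10000 to 50000 bp apart had a rho of 0.0517 in RPE-1 (5879 pairs), below the interval of the near pairs (0.144 to 0.238). This argues against a neighbourhood effect that is constant up to 50000 bp. An effect that falls with distance would give the same drop, so a shared neighbourhood is not excluded. Regulation shared by both promoters stays open as a hypothesis.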
